# *Rauwolfia vomitoria* extract suppresses benign prostatic hyperplasia by inducing autophagic apoptosis through endoplasmic reticulum stress

**DOI:** 10.1186/s12906-022-03610-4

**Published:** 2022-05-05

**Authors:** Guifang Huang, Xiao He, Zesheng Xue, Yiming Long, Jiakuan Liu, Jinming Cai, Pengfei Tang, Bangmin Han, Bing Shen, Ruimin Huang, Jun Yan

**Keywords:** Benign prostatic hyperplasia, *Rauwolfia vomitoria*, ER stress, Autophagy, Apoptosis

## Abstract

**Background:**

The current drug treatments for benign prostatic hyperplasia (BPH) have negative side effects. Therefore, it is important to find effective alternative therapies with significantly fewer side effects. Our previous study revealed that *Rauwolfia vomitoria* (RWF) root bark extract reversed BPH development in a rat model. However, the molecular mechanism of its inhibitory effects on BPH remains largely unknown.

**Methods:**

BPH-1 and WPMY-1 cell lines derived from BPH epithelial and prostatic stromal compartments were selected to investigate how RWF extract inhibits BPH *in vitro* by MTT and flow cytometry assays. Microarray, quantitative real-time PCR, immunoblotting, and GFP-LC3 immunofluorescence assays were performed to evaluate the effects of RWF extract on endoplasmic reticulum stress (ER stress) and autophagic apoptosis pathways in two cell lines. A human BPH *ex vivo* explant assay was also employed for validation.

**Results:**

RWF extract treatment decreased cell viability and induced apoptotic cell death in both BPH-1 and WPMY-1 cells in a concentration-dependent manner with the increase of pro-apoptotic PCDC4 protein. RWF extract induced autophagy by enhancing the levels of autophagic genes (*ULK2* and *SQSTM1/p62*) and the LC3II:LC3I ratio, with the increase of GFP-LC3 puncta. Moreover, RWF extract activated PERK- and ATF6-associated ER stress pathways by inducing the transcriptional levels of *EIF2AK3/PERK*, *DDIT3/CHOP* and *ATF6*, accompanied by the reduction of BiP protein level, but not its mRNA level. Another ER stress pathway was not induced by RWF extract, as manifested by the lack of XBP1 splicing. Pharmacological inhibition of autophagy by 3-methyladenine abrogated apoptosis but not ER stress; while inhibition of ER stress by 4-phenylbutyrate alleviated the induction of autophagy and apoptosis. In addition, pretreatments with either 3-methyladenine or 4-phenylbutyrate suppressed RWF extract-induced cytotoxicity. Notably, the inductions of PERK- and ATF6-related stress pathways and autophagic apoptosis were confirmed in a human BPH *ex vivo* explant.

**Conclusions:**

Our data have demonstrated that RWF extract significantly suppressed the viabilities of BPH epithelial cells and BPH myofibroblasts by inducing apoptosis via upregulating ER stress and autophagy. These data indicate that RWF extract is a potential novel alternative therapeutic approach for BPH.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12906-022-03610-4.

## Background

Benign prostatic hyperplasia (BPH) is a common age-related lesion of the prostate, manifested by the nonmalignant hyperproliferation of prostatic epithelial and stromal cells [1–3]. BPH is detected in more than 50% of men over 50 years old, while as high as 90% of men over the age of 80 have the symptoms of BPH. The marked enlargement of the prostate in men with BPH leads to lower urinary tract symptoms (LUTS) [3]. BPH will eventually cause urinary disorders, such as frequent and urgent urination, bringing physical and mental pain to patients and seriously affecting their quality of life. Although there are a number of drugs available to treat BPH, such as 5α-reductase inhibitors and α-blockers, their applications are limited due to intense side effects, such as vascular deficits, sexual dysfunction, hyperglycemia, and erectile dysfunction [4, 5]. In addition, the drugs must be used for a long time and cannot thoroughly cure BPH [6, 7]. There is an urgent need for alternative treatments for BPH with clear efficacy, fewer side effects, and lower cost.

Herbal extract with its milder effectiveness is deemed to be a complementary and alternative therapeutic method to BPH. Saw palmetto (Serenoa repens) extract is one of the most well-studied herbal extracts to treat BPH [8, 9]. Currently, a number of promising anti-BPH herbal extracts have been reported, including Pao Pereira and Stauntonia hexaphylla extracts [10, 11]. *Rauwolfia vomitoria* (RWF), a kind of valuable herbal plant, grows widely in the tropical zones of Africa and Asia. The RWF extract contains bioactive monoterpene and beta-carboline alkaloids, and is reported to treat many diseases, such as impaludism, gastrointestinal diseases, and cancer [12, 13]. Recently, we found that RWF extract could reverse the development of BPH by suppressing 5α-reductase and androgen receptor in a BPH rat model, similar to finasteride [14]. Interestingly, its side effects were milder than finasteride, with significantly lower toxicity to sperm development in comparison to finasteride [14]. Taken together, these data suggest that RWF extract may be a promising and relatively safe agent for BPH. However, the molecular mechanism underlying the anti-BPH effects of RWF extract needs to be further elucidated.

Endoplasmic reticulum (ER) stress is caused by structural or functional imbalance of the ER, due to the accumulation of unfolded or misfolded proteins in cells [15–17]. Protein kinase RNA-like ER kinase (PERK), inositol-requiring enzyme 1 (IRE1), and activating transcription factor 6 (ATF6) are ER-resident transmembrane proteins to sense ER stress. When unfolded or misfolded proteins bind to BiP/GRP78, the release and oligomerization of PERK are induced, and subsequent autophosphorylation of PERK triggers its activity to further phosphorylate eIF2α and increase the translation of ATF4. As a transcription factor, ATF4 can induce the expression of genes involved in autophagy, as well as cell death, such as C/EBP-homologous protein (CHOP). Hence, in response to the ER stress, basal autophagy can be activated to degrade the unfolded or misfolded proteins by lysosomes and maintain intracellular homeostasis [18, 19]. However, persistent or intense ER stress can lead to apoptosis [19].

In this study, we used two typical prostatic cell lines (BPH-1 and WPMY-1 cells), representing two major hyperproliferative cell types from BPH epithelial and stromal compartments, to investigate the effects of RWF extract on BPH. We examined the cytotoxic effects of RWF extract on these two cell lines, and performed gene expression profiling to identify the molecular events in ER stress and autophagic apoptosis induced by RWF extract. The results were further confirmed in ex vivo BPH explants treated with RWF extract.

## Materials and methods

### Chemical and reagents

The RWF extract (generously provided by Maison Beljanski, New York, NY) was prepared with aqueous-alcoholic extraction of the root bark from the tropical shrub *Rauwolfia vomitoria*, followed by a spray drying to produce a free-flowing powder form. The final product is standardized using HPLC for the active component alstonine, and reserpine is undetectable. Quality control includes tests for pesticides, heavy metals, bacteria, yeast, and mold. For experiments, the RWF extract was dissolved in DMSO and further diluted with sterile phosphate buffered saline (PBS) to 50 mg/ml stock solutions. The RWF extract was stored in aliquots at -80 °C until use. Cisplatin (Cat #: HY-17394), ER inhibitor 4-phenylbutyrate (4-PBA; Cat #: HY-A0281), and autophagy inhibitor 3-methyladenine (3-MA; Cat #: HY-19312) were purchased from MedChemExpress (MCE) Co., Ltd (Shanghai, China).

### Cell culture

Human BPH-1 cell line, derived from BPH tissues, was a gift obtained from Dr. Simon Hayward (Vanderbilt University Medical Center, Nashville, TN), while human prostate myofibroblast WPMY-1 cells were purchased from CBTCCCAS (The Cell Bank of Type Culture Collection of Chinese Academy of Sciences, Shanghai, China). BPH-1 and WPMY-1 cell lines were cultured as monolayers in RPMI 1640 and DMEM respectively, supplemented with 10% fetal bovine serum (FBS; Life Technologies, Carlsbad, CA) and penicillin (100 U/ml) plus streptomycin (100 μg/ml) (S110JV, BasalMedia, Shanghai, China) at 37 °C and 5% CO_2_.

### Cytotoxicity assay

BPH-1 cells (2 × 10^3^ cells/well) and WPMY-1 cells (6 × 10^3^ cells/well) were seeded in 96-well plates, respectively. On the 2^nd^ day, cells were treated with 0, 125, 250, and 500 μg/ml RWF extract for 0, 24, 48, and 72 h. Cell viability was measured by staining cells with 10 μl of 5 mg/ml MTT (Cat #: 143315, Biofroxx) to each well in a 37℃ incubator for 4 h, followed by dissolution with 100 μl DMSO for each well. Optical density (OD) was measured by a microplate reader (SpectraMax M5, Molecular Devices, Sunnyvale, CA) at 490 and 680 nm. For the rescue assay, cells were pre-treated with an ER stress inhibitor 4-PBA (250 µM) or an autophagy inhibitor 3-MA (500 µM) for 2 h, followed by the addition of RWF extract (500 µg/ml).

### Flow cytometry analysis

Cell apoptotic rates were examined by FITC Annexin V Apoptosis Detection Kit I (Cat #556547, BD Biosciences, Franklin Lakes, NJ), according to the manufacturer’s instructions. Briefly, BPH-1 and WPMY-1 cells were cultured in RPMI1640 and DMEM (containing 10% FBS) in 6-well plates at densities of 50,000 cells/well and 100,000 cells/well, respectively. The cells were then treated with various concentrations of RWF extract (0, 125, 250, and 500 μg/ml) for 72 h. The 72 h treatment of cisplatin (5 μM) served as the positive control. Both the floating and adherent cells were harvested and washed with PBS. Afterwards, cells were stained with both Annexin V-FITC and propidium iodide (PI) in a dark place for 15 min. The cell death patterns were examined by a flow cytometer with 10,000 events and analyzed by FlowJo software (ver10.0.7r2, Ashland, OR).

### Immunoblotting assay

Cells were lysed using a modified RIPA Lysis Buffer (150 mM NaCl, 1 mM Na_3_VO_4_, 50 mM Tris–HCl-pH 7.5, 25 mM NaF, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS and 1% phosphatase inhibitor cocktails) on ice for 30 min. After lysates were centrifuged at 12,000 g to remove debris, protein concentrations were measured by BCA Protein Assay Kit (Cat #: P0011, Beyotime, Shanghai, China). 10–25 μg proteins were fractionated by SDS-PAGE, followed by the transfer to nitrocellulose membrane (Millipore, Billerica, MA). The membranes were then cropped based on the prestained protein marker for the subsequent incubations of corresponding primary antibodies (Supplementary Table 1) at 4 ℃ for 12 h. The incubation of secondary antibody was performed at room temperature for 1 h after TBST solution washing. Blots were visualized by adding SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, Waltham, MA) in the Mini Chemiluminescent Imaging and Analysis System (Beijing Sage Creation Science, Beijing, China).

### Gene expression profiling

Total RNA was collected by TRIzol reagent (Thermo Fisher Scientific) from BPH-1 and WPMY-1 cells exposed to the 250 μg/ml of RWF extract for 24 h. Gene expression profiling analyses were performed by Shanghai Baygene Biotechnologies (Shanghai, China) using the Affymetrix gene chips (Human Transcriptome Array 2.0). The microarray data were deposited in the NCBI GEO Database with the accession number: GSE151643.

### Quantitative reverse-transcription polymerase chain reaction (qRT-PCR)

Total RNA from BPH cells or human BPH tissues treated with the indicated concentration of RWF extract was extracted by TRIzol. Afterwards, 1 μg of total RNA was used for cDNA synthesis using a Hifair® II 1st strand cDNA Synthesis SuperMix for qPCR (Cat #: 11123ES60, YEASEN, Shanghai, China). qRT-PCR was performed in triplicates using designated gene-specific primers (Supplementary Table 2) by CFX96 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA). The expression of *ACTB* gene was used as an internal control.

### XBP1 splicing assay

The total RNA and cDNA from BPH-1 and WPMY-1cells were prepared as described above. The splicing variants of XBP1 were amplified using specific primers (Supplementary Table 3) by RT-PCR. The PCR products were then separated on 2.0% agarose gel and visualized by the staining with Ultra GelRed dye (Cat #: GR501-01, Vazyme Biotech, Nanjing, China).

### GFP-LC3 analysis

GFP-LC3 lentiviral particles were produced by co-transfection of with GPF-LC3 plasmid together with psPAX2 packaging plasmid and pMD2.G envelope plasmid to 293 T cells using the transfection reagent polyethyleneimine (PEI; Cat #: 408727, Sigma-Aldrich, St. Louis, IL). 48 h after transfection, lentivirus-containing supernatant was collected and filtered using Millex-HV syringe filter unit, low adsorption 0.45 μM (Cat #: SLHU033RB, MERCK, Burlington, MA). BPH-1 cells were infected three times and WPMY-1 cells were infected twice with the virus-containing media in the presence of 8 μg/ml polybrene (Cat #: TR-1003, Sigma-Aldrich). Puromycin (Cat #: 58–58-2, Selleck, Houston, TX) was used to select infected cells (2 μg/ml for WPMY-1 and 15 μg/ml for BPH-1 cells). GFP-LC3 stably transduced BPH-1 and WPMY-1 cells were treated with/without RWF (250 μg/ml and 500 μg/ml), respectively. After 24 h growing on cover glasses, cells were washed in PBS, followed by the fixation in 4% paraformaldehyde before the visualization by LEICA SP8 confocal microscope. The number of GFP-LC3 puncta per cell was counted in 30 individual cells for each group. Brown-Forsythe and Welch ANOVA test was performed to determine the statistical significance of differences among multiple groups.

### Human BPH ex vivo assay

Human BPH ex vivo explants (*n* = 6) were obtained from BPH patients with radical prostatectomy at Shanghai General Hospital, Shanghai Jiao Tong University (China). Briefly, fresh tissues were immersed in sterile DMEM/F-12 medium (Cat #: 10–920-CV, Corning, New York, NY) on ice and transported to the laboratory immediately. After the burnt part of the fresh tissue was removed, BPH tissue was dissected into 3–5 mm^3^ pieces. The BPH explants were cultured on the sterile gelatin sponge (Cat #: HSD-B, Hushida Medical Care Technology, Nanchang, China), which was pre-soaked in DMEM-F12 medium containing 10% FBS, 0.01 mg/ml hydrocortisone (Cat #: H0135, Sigma-Aldrich), antibiotic/antimycotic solution (Cat #: S120JV, BasalMedia), and 0.01 mg/ml insulin (Cat #: I1882, Sigma-Aldrich) in 6-well-plates at 37 °C, as described previously [20–22]. The next day, tissues were treated with various concentrations of RWF extract (0, 250, and 500 μg/ml) in fresh medium for 24 h (to induce ER stress and autophagy) or 48 h (to induce apoptosis).

### Statistical analysis

The experiments were performed in three independent replicates, and the statistical analyses were performed using Student’s *t* test in GraphPad Prism 7.0 software (GraphPad, San Diego, CA).ns, not significant, * *p* < 0.05, ** *p *< 0.01, *** *p* < 0.001.

## Results

### RWF extract reduced cell survival in BPH-1 and WPMY-1 cells

BPH is characterized by non-malignant uncontrolled proliferation of the epithelial and stromal portions in prostatic glands [1, 2]. To investigate whether RWF exerts any inhibitory effects on BPH in vitro, we enrolled two BPH cell lines, BPH-1 cell line (derived from BPH epithelial cells) and WPMY-1 myofibroblast line (derived from prostate stroma). Both cell lines were exposed to the indicated concentration of RWF extract for 48 h, followed by MTT assay, respectively. We observed more floating cells and fewer adherent cells in the group treated with a higher concentration of RWF extract than in the groups treated with a lower concentration (Fig. 1a). 500 μg/ml of RWF extract induced the maximal proportion of dying cells in both BPH-1 and WPMY-1 cells. In line with this finding, the cytotoxicity assay showed that compared with the vehicle group, RWF extract effectively and significantly inhibited cell survival of both cell lines in a concentration- and time-dependent manner (Fig. 1b, c).

**Fig. 1:**
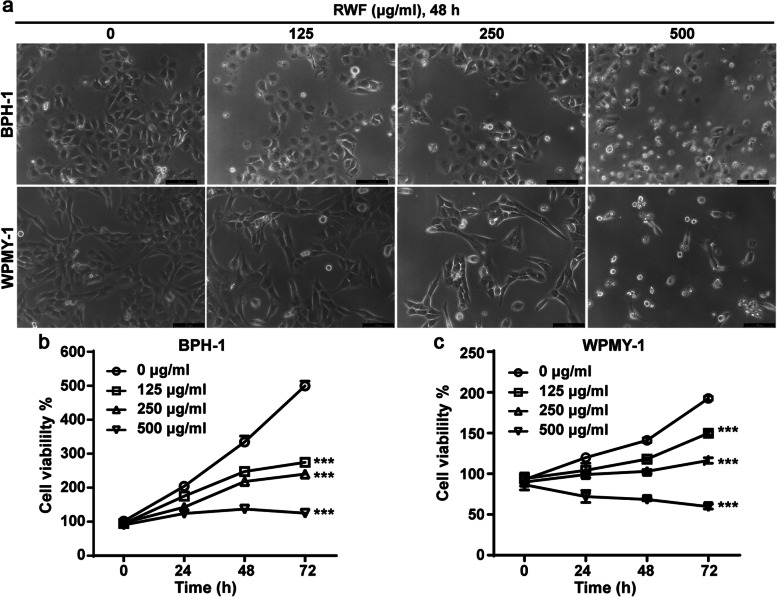
RWF extract inhibited proliferation in BPH-1 and WPMY-1 cells. **a** Morphological changes of BPH-1 and WPMY-1 cells under the treatment of RWF extract for 48 h. Scale bar, 100 μm. **b**, **c** The cytotoxic effects of RWF extract on cell viability by the MTT assay. RWF extract was used to treat BPH-1 and WPMY-1 cells at the indicated concentrations for 0, 24, 48, and 72 h. Data were presented as mean ± SD; *** *p* < 0.001 indicated a significant difference between cells treated with RWF extract at indicated concentrations and non-treated cells

### RWF extract induced apoptosis in BPH-1 and WPMY-1 cells in a dose-dependent manner

To further investigate whether the cytotoxicity induced by RWF extract is due to the increase in apoptosis, we treated both BPH-1 and WPMY-1 cells with 0, 125, 250, and 500 μg/ml of RWF extract for 72 h, followed by Annexin V/PI double staining assay. Flow cytometry data showed that RWF extract induced apoptosis in a concentration-dependent manner, while 500 μg/ml of RWF extract strikingly induced 82.20 ± 1.44% and 98.26 ± 0.07% apoptotic cell population in BPH-1 and WPMY-1 cells, respectively. As a positive control, cisplatin induced 51.11 ± 0.73% and 45.65 ± 6.33% in BPH-1 and WPMY-1 cells for 72 h, respectively (Fig. 2a-c). To further corroborate the flow cytometry data, we carried out the immunoblotting assay. As shown in Fig. 2d, RWF extract increased the cleavages of Caspase 3 and its substrate PARP in both cell lines. Since PDCD4, a pro-apoptotic protein, is sensitive to herbal extract-induced apoptosis in BPH-1 and WPMY-1 cells [20], we assessed its expression level and found it was increased by RWF extract treatment in a concentration-dependent manner. These data showed that RWF extract induced apoptosis in both BPH-1 and WPMY-1 cells.

**Fig. 2:**
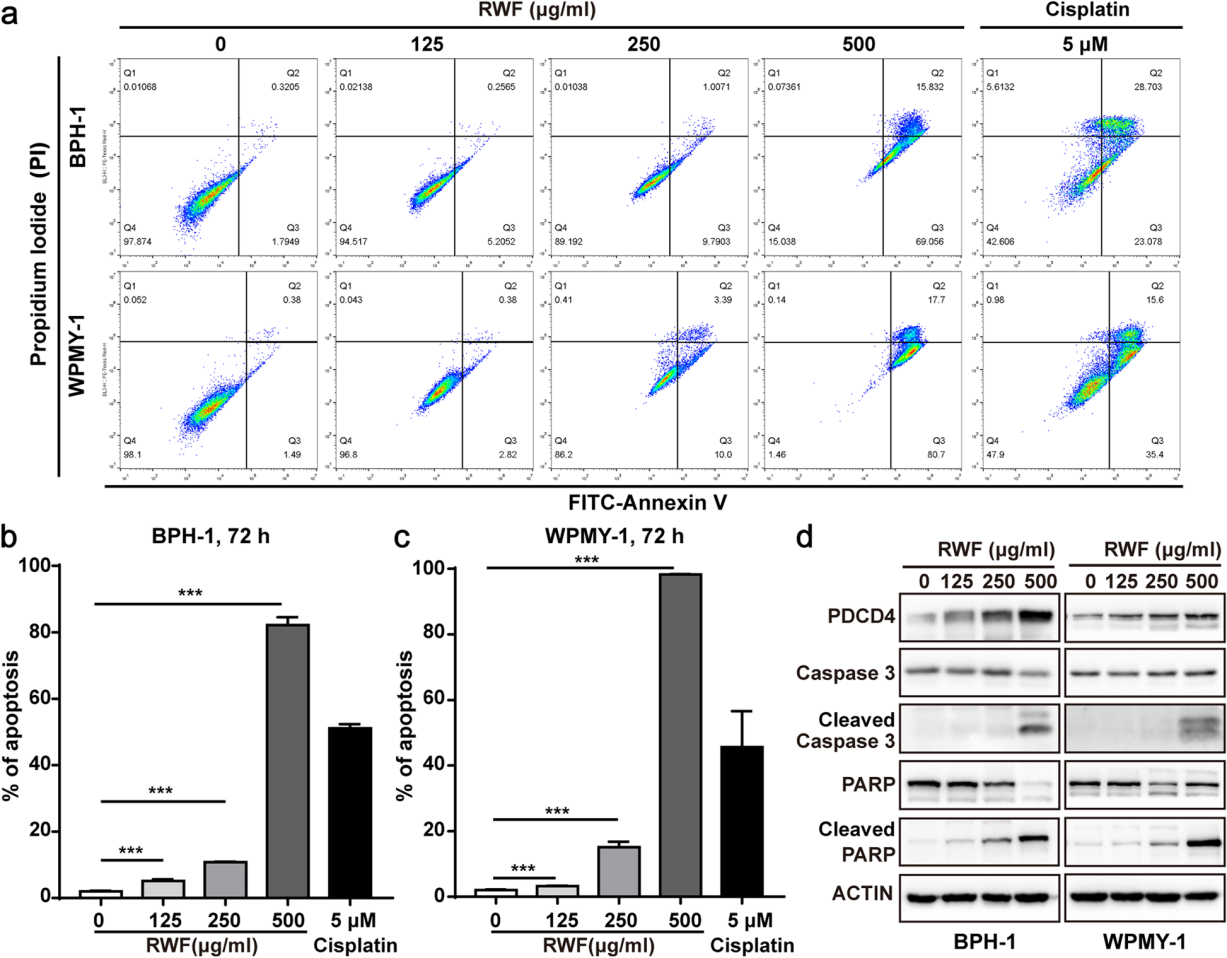
RWF extract induced cell apoptosis of BPH-1 and WPMY-1 in a concentration-dependent manner**. a** BPH-1 and WPMY-1 cells were treated with the indicated concentration RWF extract for 72 h, followed by staining with FITC-Annexin and Propidium Iodide (PI). The cells treated with 5 μM cisplatin for 72 h were used as the positive controls. **b**,** c** Apoptotic ratio was determined by flow cytometry. Data were presented as mean ± SD; *** *p* < 0.001. **d** The expression levels of pro-apoptosis-related proteins in the presence of RWF extract by immunoblotting analysis in BPH-1 and WPMY-1 cells

### RWF extract induced autophagic gene expression in BPH-1 and WPMY-1 cells

Next, to explore how RWF extract induced cytotoxic effects on BPH-1 and WPMY-1 cells, gene expression profiling was performed using the Affymetrix HTA2.0 microarray chips. 

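BPH-1 is a line of human prostate epithelium from benign hyperplasia and WPMY-1 is a line of prostate stromal myofibroblasts. Each was profiled after 24 h with RWF extract at 250 μg/ml or with vehicle, on 2 arrays in each of the 4 groups. The arrays separated the lines as their labels say. Of 22 measured epithelial markers, 21 were higher in vehicle-treated BPH-1 than in vehicle-treated WPMY-1 cells (limma, adjusted p under 0.05), with a median difference of -3.08 on the log2 scale (WPMY-1 minus BPH-1). Of 22 measured stromal markers, 21 were higher in WPMY-1 cells, with a median difference of 2.12. The deposited table gives 1 log2 value per array for each transcript cluster, a group of probes that reads 1 gene or locus. The submitters' processing notes name RMA, which corrects the background, normalizes the arrays to each other and summarizes the probes, and give no version. The platform annotation gives 23781 clusters 1 gene symbol, 1543 several symbols and 42204 none, so genes below are named from the first kind alone except where stated. Arrays of the same group correlated at 0.995 to 0.997 across clusters, and RWF with vehicle arrays of the same line at 0.995 to 0.996 in BPH-1, which overlaps with that range, and at 0.990 to 0.993 in WPMY-1. RWF and vehicle arrays were compared within each line with limma, all 8 arrays sharing 1 estimate of the spread, and p-values were adjusted by Benjamini-Hochberg over all clusters. The labels do not say that the 2 arrays of a group come from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. Simulated data of the same size had 200 clusters changed in the line tested. There limma recovered 20% of changes of 0.5 and 69% of changes of 1 (log2) in BPH-1, and 16% and 71% in WPMY-1. The simulated spread of a cluster was pooled over all 8 arrays and was the same in both lines, so the shares do not compare the lines. They hold for that number of changed clusters. The real arrays gave 27 calls in BPH-1 and 1033 in WPMY-1, so the shares need not hold for either line.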

Using 1.3-fold as the cutoff value, we observed the upregulation of 234 coding genes and 138 non-coding transcripts, as well as the downregulation of 125 coding genes and 96 non-coding transcripts in RWF extract-treated BPH-1 cells, compared to the vehicle-treated BPH-1 cells (Fig. 3a). 

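In BPH-1 cells, 5 named genes passed limma at an adjusted p under 0.05. FBXO32, a substrate adaptor of a ubiquitin ligase, rose by 1.27 on the log2 scale (2.40-fold, SE 0.14, adjusted p = 0.0399), TMEM156, a transmembrane protein, by 1.13, and GREM1, a secreted BMP antagonist, by 0.87. GABBR2, a subunit of the GABA-B receptor, fell by 1.01 (adjusted p = 0.0388) and POTEF fell by 0.67. POTEF may share probes with its paralogs POTEI (-0.64), POTEE (-0.66) and POTEJ (-0.61), which was not checked, so it is uncertain. MMP13, a collagenase, had -1.81 but missed the threshold (adjusted p = 0.0507), as did NR1D2, a clock repressor, at 0.74. The rule for named genes, which fills up by the smallest unadjusted p, also names genes that all failed the adjustment. They are CLTRN (0.88), AKR1C1 (0.72, probes possibly shared), CHKA (0.64), CLIC4 (0.79), LONRF1 (0.56), NIPAL2 (0.67), UGT2B7 (-0.60), TGM2 (-0.93), ANXA6 (-0.72) and CNTNAP3 (-0.52). In WPMY-1, CHKA (0.60), LONRF1 (0.60) and NIPAL2 (0.48) rose and CNTNAP3 fell (-0.53), while GABBR2, POTEF and MMP13 had 0.22, 0.22 and 0.10 there and did not pass. Among gene groups, NRF2 targets, which serve redox defence, had no member past the threshold (11 at an unadjusted p) and 10 of 24 higher when adjusted over the list alone (camera adjusted p = 1.88e-10, and adjusted p = 0.0778 with an estimated correlation). Genes of cholesterol synthesis had 19 of 20 members positive, with a median of 0.43 and none past the threshold either way (7 higher at an unadjusted p, camera adjusted p = 1.88e-10, and adjusted p = 0.399 with an estimated correlation). The BPH-1 values of HSD17B7, EBP, MVD and NSDHL, the members called in WPMY-1, leaned on RWF replicate 2 less than on replicate 1. Without RWF replicate 1 they came to 0.23, 0.13, 0.0353 and -0.0752, and without RWF replicate 2 to 1.02, 0.37, 0.60 and 0.57. Of 22 genes of hypoxia and glycolysis, none passed over all clusters, and 7 were lower and 1 was higher when adjusted over the list alone (camera adjusted p = 0.00055, and adjusted p = 0.125 with an estimated correlation). At a fold of 1.3 with no test, 672 clusters were higher and 743 lower. Of these, 247 higher and 106 lower clusters hold a coding gene, 31 and 38 a named non-coding gene, and 394 and 599 no gene symbol. In limma, 6 clusters were higher and 21 lower at the adjusted p, against 1850 and 2088 at an unadjusted p under 0.05. The calls of FBXO32 and GREM1 held only without either WPMY-1 vehicle array, and those of TMEM156, GABBR2 and POTEF held in none of the 8 leave-one-out fits, while TMEM156 stayed between 1.03 and 1.22 and GABBR2 between -1.15 and -0.87. MMP13 passed without BPH-1 vehicle replicate 2 (-2.22). The WPMY-1 calls of CHKA (0.54, 0.66 and 0.55), LONRF1 (0.64, 0.63 and 0.58) and CNTNAP3 (-0.53 each time) were lost without WPMY-1 vehicle replicate 1, RWF replicate 1 or RWF replicate 2, and that of NIPAL2 held only without vehicle replicate 2. The 27 BPH-1 limma calls became 1 or 4 without vehicle replicate 1 or 2, 2 or 1 without RWF replicate 1 or 2, and 10 without either WPMY-1 RWF array. They became 2 lower after quantile normalization, 2 higher and 15 lower after median centring, and 0 with 1 cluster per gene, while BPH-1 1.3-fold counts grew to 2582 without vehicle replicate 2, 2292 without RWF replicate 1 and 2134 without RWF replicate 2.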

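In WPMY-1 cells, the largest rises past the threshold included HSD17B7, an enzyme of cholesterol synthesis, at 1.87 on the log2 scale (3.66-fold, SE 0.23, limma adjusted p = 0.0104), SLCO4C1, an organic anion transporter, at 1.86, and LY96, a co-receptor of TLR4, at 1.57. HSD17B7P2, at 2.08, is a pseudogene of HSD17B7 that may share its probes, so both are uncertain. The largest falls included HAS2, which makes hyaluronan, at -1.53, ABCA1, a cholesterol exporter, at -1.44, and the secreted proteins CRISPLD2 at -1.52 and CCBE1 at -1.35. ANXA10 (1.73), NTN4 (1.59) and SLFN5 (1.25) also rose, with CXADR, KLHL24 and WIPI1 between NTN4 and SLFN5 in size, and the other large falls were LXN (-1.35), NREP (-1.34), MIR125B1 (-1.29), CDH6 (-1.22), LIN7A (-1.21) and POLR1E (-1.21). Of 29 genes of the extracellular matrix and the myofibroblast, 6 fell and none rose, and 20 were lower and 1 higher when adjusted over the list alone (median -0.43, camera adjusted p = 2.06e-14, and adjusted p = 0.164 with an estimated correlation). They included the contractile genes MYL9 (-1.11) and TAGLN (-0.79) and the collagen COL1A1 (-0.61). Stromal markers share COL1A1, COL1A2, COL6A3 and other members with the matrix list, so the results overlap. Lower were 4 of 22 stromal markers: COL1A1, PRRX1 (-0.82), COL1A2 (-0.63) and COL6A3 (-0.48), of which only PRRX1 is not on the matrix list. Stromal markers moved down in camera (adjusted p = 3.27e-07, and adjusted p = 0.164 with an estimated correlation). Of 22 epithelial markers, 18 were positive, 2 rose, and 3 were higher and 1 lower when adjusted over the list alone (median 0.14, camera adjusted p = 0.046, and adjusted p = 0.465 with an estimated correlation). Camera lost epithelial markers, WPMY-1, without vehicle replicate 1 (adjusted p = 0.139), RWF replicate 1 (0.0573) or RWF replicate 2 (0.0961). Of 20 genes of cholesterol synthesis, 4 rose and 18 were higher when adjusted over the list alone, with a median of 0.86 (camera adjusted p = 1.58e-09, and adjusted p = 0.427 with an estimated correlation). Besides HSD17B7 they were EBP (0.71), MVD (1.15) and NSDHL (0.98). Of 21 genes of ribosome biogenesis, NOP16 fell (-0.56) and 15 were lower when adjusted over the list alone (camera adjusted p = 1.24e-10, and adjusted p = 0.355 with an estimated correlation). At 1.3-fold, 1863 clusters were higher and 2807 lower, or 1205 and 3806 after median centring. Coding genes were in 544 and 738 of the 1863 and 2807, named non-coding genes in 182 and 256, and no gene symbol in 1137 and 1813. In limma 422 clusters were higher and 611 lower, or 270 and 823 after median centring, and 7201 and 5645 had an unadjusted p under 0.05. Without RWF replicate 1 and without RWF replicate 2, the calls of HAS2 (-1.28 and -1.78), LXN (-1.19 and -1.50), EBP (0.62 and 0.79), MVD (0.95 and 1.35), NSDHL (0.95 and 1.02), PRRX1 (PRRX1, WPMY-1: -0.78 and -0.85), COL1A1 (-0.57 and -0.66), COL1A2 (-0.61 and -0.66), COL6A3 (-0.39 and -0.56) and NOP16 (-0.60 and -0.52) were lost. Leaving out RWF replicate 1, but not replicate 2, ended the calls of NREP (-1.29), LIN7A (-0.92) and CDH6 (-0.98). Leaving out RWF replicate 2, but not replicate 1, ended those of CRISPLD2 (CRISPLD2, WPMY-1: -1.32), HSD17B7 (1.72) and TAGLN (-0.75). All of these calls except those of NREP, PRRX1 and CRISPLD2 were also lost without vehicle replicate 1. Calls also fell without BPH-1 arrays, which leaves WPMY-1 values unchanged, so a lost call need not mean that a value rests on 1 array. COL6A3 was called in 0 of the 8 leave-one-out fits, HAS2 and NOP16 only without either BPH-1 vehicle array, NSDHL only without either BPH-1 RWF array, and LXN, CDH6, EBP, MVD and COL1A2 in 3 fits. The 1033 WPMY-1 limma calls became 221 without vehicle replicate 1, 205 or 296 without RWF replicate 1 or 2, 488 without either BPH-1 vehicle array, 646 without either BPH-1 RWF array, 243 with WPMY-1 fitted alone, 681 with 1 cluster per gene and 1874 with dim clusters left out. WPMY-1 1.3-fold counts grew to 7659 without vehicle replicate 2.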

In WPMY-1 cells, RWF extract treatment upregulated 678 coding genes and 510 non-coding transcripts, as well as the downregulation of 810 coding genes and 679 non-coding transcripts (Fig. 3b). 

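Genes at least 1.3-fold higher with non-overlapping arrays numbered 243 in BPH-1 and 622 in WPMY-1. Of these, 113 were on both lists, where 6.73 would be expected of independent lists (Fisher's exact test, p = 4.99e-111). The test counts 22465 genes as independent units that are equally able to change, which was not shown, so its p is no measure of replication. Arrays did not overlap in 34.4% of all clusters in BPH-1 and 50.6% in WPMY-1, where chance gives 33.3%. PMAIP1, which encodes the pro-apoptotic BH3-only protein NOXA, was among the 113 shared genes, at 0.60 in BPH-1 (limma adjusted p = 0.142) and 0.65 in WPMY-1 (adjusted p = 0.0279). TP53INP1, a p53 target that promotes cell death, had 0.70 in BPH-1 (adjusted p = 0.373) and 0.89 in WPMY-1 (adjusted p = 0.0434). Of 24 measured pro-apoptotic genes, PMAIP1 and the death receptor TNFRSF10B (0.45) rose in WPMY-1, and when adjusted over the list alone 2 were higher and 1 lower there and 1 was higher in BPH-1. This list did not shift as a whole (camera adjusted p = 0.392 in BPH-1 and 0.325 in WPMY-1). None of 8 anti-apoptotic genes passed limma in either line, with 1 lower at an unadjusted p in BPH-1, which was also lower when adjusted over the list alone, and 1 higher at an unadjusted p in WPMY-1 (camera adjusted p = 0.382 and 0.81). Of 19 p53 targets, 4 rose in WPMY-1: the cell cycle inhibitor CDKN1A (0.56), the stress sensor SESN2 (0.77), TNFRSF10B and TP53INP1. SESN2 is also on the list of PERK/ATF4 targets and TNFRSF10B on that of pro-apoptotic genes, so these calls do not set a p53 response apart. When adjusted over the list of p53 targets alone, 5 were higher (camera adjusted p = 0.103). Without RWF replicate 1 camera gave an adjusted p of 0.0163 for p53 targets, WPMY-1. In BPH-1, 3 p53 targets were higher when adjusted over the list alone and none over all clusters (camera adjusted p = 0.0479, and adjusted p = 0.509 with an estimated correlation). The BPH-1 result was lost without BPH-1 vehicle replicate 2 (adjusted p = 0.0862), RWF replicate 1 (0.0612), RWF replicate 2 (0.125) or either WPMY-1 vehicle array (0.0608 for p53 targets, BPH-1). Among named genes, GREM1 was past the adjusted threshold in both lines, at 0.53 in WPMY-1 (limma adjusted p = 0.0355). This was lost without any array other than WPMY-1 vehicle replicate 2. Clusters with no gene symbol are left out here. The WPMY-1 calls of PMAIP1, TNFRSF10B and TP53INP1 were each lost without WPMY-1 vehicle replicate 1 or 2 or RWF replicate 1 or 2, where PMAIP1 lay between 0.57 and 0.74, TNFRSF10B between 0.37 and 0.53 and TP53INP1 between 0.80 and 0.97. TNFRSF10B was called in 0 of the 8 leave-one-out fits and TP53INP1 in 2, and TP53INP1 in BPH-1 came to 0.44 without BPH-1 vehicle replicate 1. That of CDKN1A held only without vehicle replicate 2, and came to 0.46 without vehicle replicate 1.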

When comparing the upregulated genes in two cell lines, we found a group of genes involved in cell death were induced in both cells by RWF extract. In addition to a pro-apoptotic gene (*PDCD4*), which was shown to be upregulated at the protein level (Fig. 2d), two macro-autophagy associated genes (*ULK2* and *SQSTM1/p62*) were also induced, suggesting RWF extract could also activate the autophagic pathway.

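ULK2, a kinase that starts autophagosome formation, was 0.64 higher on the log2 scale in RWF-treated BPH-1 cells (1.56-fold, SE 0.10, limma adjusted p = 0.130) and 0.38 higher in WPMY-1 (just under 1.3-fold, adjusted p = 0.119). SQSTM1, the autophagy receptor p62, was 0.60 higher in BPH-1 (1.52-fold, adjusted p = 0.271) and 0.56 higher in WPMY-1 (1.48-fold, adjusted p = 0.0705). PDCD4 is read here only by a cluster annotated to PDCD4 and MIR4680 together, which had 0.68 in BPH-1 (SE 0.20, adjusted p = 0.533) and 0.58 in WPMY-1 (adjusted p = 0.176). In all 3 clusters both RWF arrays lay above both vehicle arrays in both lines, and none passed the adjustment over all clusters. SQSTM1 in WPMY-1 passed it without vehicle replicate 2 (0.73). Other autophagy genes did pass it in WPMY-1: WIPI1, which binds the forming membrane, rose by 1.25 (adjusted p = 0.00666), and the LC3 family genes MAP1LC3B and GABARAPL1 rose by 0.62 (adjusted p = 0.0142) and 1.06 (adjusted p = 0.0332). In BPH-1 the same 3 genes had 0.56, 0.55 and 0.51 and did not pass. Of 36 autophagy core genes, 33 were positive in BPH-1 and 28 in WPMY-1, and 6 and 9 were higher when adjusted over the list alone. This list moved up in BPH-1 (camera adjusted p = 2.13e-10, and adjusted p = 0.0396 with an estimated correlation) and in WPMY-1 (camera adjusted p = 0.00294, and adjusted p = 0.164 with an estimated correlation). ULK2 and SQSTM1 were picked by the study on these arrays, and without them camera gave an adjusted p of 2.56e-08 for autophagy core genes, BPH-1, and 0.00875 for autophagy core genes, WPMY-1. Of 32 lysosome genes, NPC1 (0.96), ATP6V1E1 (0.56) and NEU1 (0.95), which serve cholesterol export, acidification and glycan breakdown, rose in WPMY-1, and 15 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 9.68e-07, and adjusted p = 0.409 with an estimated correlation). None passed in BPH-1 either way, where 8 were higher at an unadjusted p (camera adjusted p = 1.41e-05, and adjusted p = 0.399 with an estimated correlation). The brightest NEU1 cluster lies on an alternative haplotype. The calls of MAP1LC3B and GABARAPL1 were lost without WPMY-1 vehicle replicate 1 or without RWF replicate 1 or 2, and that of GABARAPL1 also without vehicle replicate 2, while MAP1LC3B stayed between 0.57 and 0.67 and GABARAPL1 between 0.93 and 1.18. Without vehicle replicate 1 or RWF replicate 1 of WPMY-1, NPC1 (0.90 and 0.86), ATP6V1E1 (0.53 and 0.57) and NEU1 (0.73 and 0.96) lost their calls, those of ATP6V1E1 and NEU1 also without RWF replicate 2 and that of NEU1 also without either BPH-1 vehicle array. Without BPH-1 vehicle replicate 1 the BPH-1 values of the PDCD4 and MIR4680 cluster and GABARAPL1 came to 0.39 and 0.26. From the induction of ULK2 and SQSTM1 on the arrays, the paper proposes that RWF extract could also activate autophagy. Its further evidence comes from other assays: qRT-PCR, immunoblots of ULK2, p62 and LC3, counts of GFP-LC3 puncta, and an autophagy inhibitor.

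**Figure D1:**
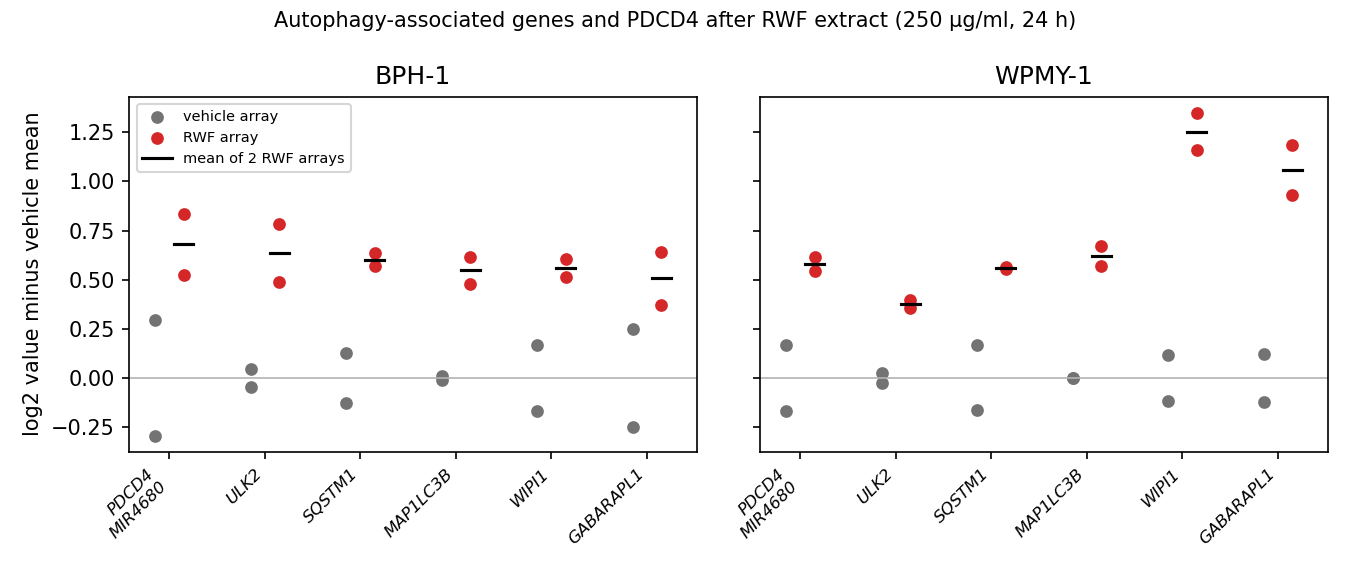
Log2 value of each array minus the mean of the 2 vehicle arrays of the same line, for 6 clusters in BPH-1 (left) and WPMY-1 (right). Grey points are vehicle arrays, red points RWF arrays and black bars the mean of the 2 RWF arrays, which reaches 0.64 for ULK2 in BPH-1 and 1.25 for WIPI1 in WPMY-1.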

**Fig. 3:**
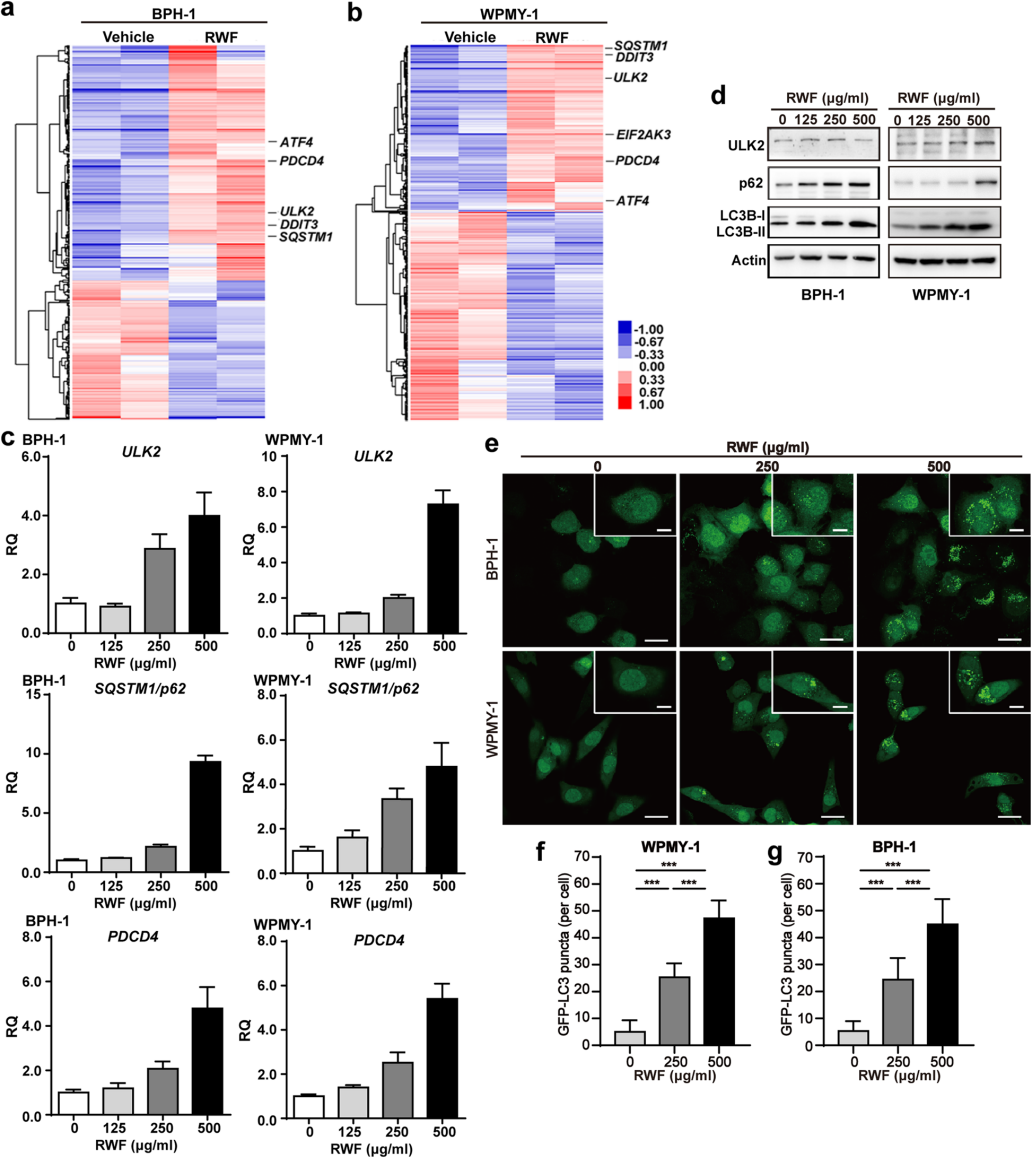
RWF extract regulated autophagy pathway in BPH-1 and WPMY-1 cells. **a**, **b** The expression profiling analysis of BPH-1 and WPMY-1 cells exposed to RWF extract (250 μg/ml) or vehicle for 24 h by microarray. The expression levels of autophagy-related genes (*ULK2* and *SQSTM1/p62*) and ER-stress-associated gene (*EIF2AK3/PERK, ATF4*, and *DDIT3/CHOP*) were indicated. **c**,** d** The mRNA and protein levels of autophagy-associated genes in BPH-1 and WPMY-1 cells treated with RWF extract for 24 h were detected by qRT-PCR (**c**) and immunoblotting (**d**) assays, respectively. **e** BPH-1 and WPMY-1 cells with the stable expression of GFP-LC3 were treated with RWF (250 or 500 μg/ml) or vehicle for 24 h. GFP-LC3 puncta patterns were examined under a LEICA confocal microscope. Scale bars: 25 μm; inset, 10 μm. **f**,** g** Quantification of the number of LC3-GFP puncta per cell in BPH-1 (**f**) and WPMY-1 cells (**g**). 30 individual cells were counted in each group. ***p < 0.001

We then validated that RWF extract induced the transcriptional levels of *ULK2*, *SQSTM1/p62*, and *PDCD4* in a concentration-dependent manner (Fig. 3c). To further address whether RWF extract induced autophagy, we performed the immunoblotting assay and found that, in addition to the induction of ULK2 and p62 at protein levels, RWF extract also increased the ratio of LC3II/LC3I proteins, an autophagy marker (Fig. 3d). Since LC3 can form puncta when autophagy is activated, we generated BPH-1 and WPMY-1 cells with the stable expression of exogenous GFP-LC3 by lentiviral transduction. In these GFP-LC3-labelled BPH-1 and WPMY-1 cells, administration of RWF extract strikingly caused more GFP-LC3 puncta in both cells (Fig. 3e-g). Interestingly, more GFP-LC3 puncta were found in the group with 500 μg/ml RWF extract than those with 250 μg/ml RWF extract. Altogether, these data indicated that RWF extract stimulated autophagy in both BPH-1 and WPMY-1 cells in a concentration-dependent manner.

### RWF extract induced ER-stress pathway in BPH-1 and WPMY-1 cells

The unfolded protein response (UPR) of eukaryotic cells maximizes protein folding fidelity and maintains ER function, which is regulated by three sentinel sites: PKR-like ER Kinase (PERK), activating transcription factor 6 (ATF6), and inositol-requiring protein 1α (IRE1α). Upon induction of ER stress, BiP/GRP78 is recruited by misfolded proteins, leading to its dissociation with PERK, IRE1, and ATF6 proteins. Such releases eventually activate PERK, IRE1, and ATF6 pathways, and finally, induce the UPR signaling cascade [18]. 

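EIF2AK3, which encodes the ER stress kinase PERK, rose by 0.74 on the log2 scale in RWF-treated WPMY-1 cells (1.67-fold, SE 0.08, limma adjusted p = 0.00666). In BPH-1 it was 0.23 higher (1.17-fold, limma adjusted p = 0.698), and the difference between the lines did not pass the adjustment (limma interaction, adjusted p = 0.302). DDIT3, the transcription factor CHOP, was 0.81 higher in BPH-1 (1.75-fold, adjusted p = 0.235) and 0.73 higher in WPMY-1 (1.66-fold, adjusted p = 0.068). ATF4, the transcription factor translated when PERK is active, was 0.46 higher in BPH-1 (1.38-fold, adjusted p = 0.579) and 0.38 higher in WPMY-1 (adjusted p = 0.202). DDIT3 in WPMY-1 passed without vehicle replicate 2 (0.98) and came to 0.49 without vehicle replicate 1. For each of the 3 genes both RWF arrays lay above both vehicle arrays in both lines. The list of PERK/ATF4 targets holds RNA values alone, which do not show whether PERK acted upstream of them. Of 37 PERK/ATF4 targets, 36 were positive in BPH-1, with a median of 0.42, and 35 in WPMY-1, with a median of 0.31. When adjusted over the list alone, 26 were higher in BPH-1 and 17 in WPMY-1, and over all clusters none rose in BPH-1 (26 had an unadjusted p under 0.05) and SESN2 rose in WPMY-1 (adjusted p = 0.0212). Examples named after their values were seen are the cystine transporter SLC7A11, at 1.49 and 1.42 in BPH-1 and WPMY-1, asparagine synthetase ASNS, at 1.18 and 0.77, and CTH, an enzyme of cysteine synthesis, at 1.07 and 0.99. In WPMY-1, SLC7A11 came to 0.92 without vehicle replicate 2, and ASNS and CTH to 0.49 and 0.64 without RWF replicate 1, while CTH passed without RWF replicate 2 (1.34). Camera gave an adjusted p of 8.40e-31 in BPH-1 and 3.27e-07 in WPMY-1, and adjusted p = 0.243 and 0.465 with an estimated correlation. ATF4 and DDIT3 were picked by the study on these arrays, and without them camera gave 9.57e-29 for PERK/ATF4 targets, BPH-1, and 1.05e-06 for PERK/ATF4 targets, WPMY-1. In WPMY-1 the 2 RWF arrays differed by -0.33 (replicate 2 minus replicate 1) in the median of this list, and ATF4, WPMY-1, came to 0.14 without RWF replicate 1. The SESN2 call was lost without WPMY-1 vehicle replicate 1 (0.68) or RWF replicate 1 (0.61; SESN2, WPMY-1).

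**Figure D2:**
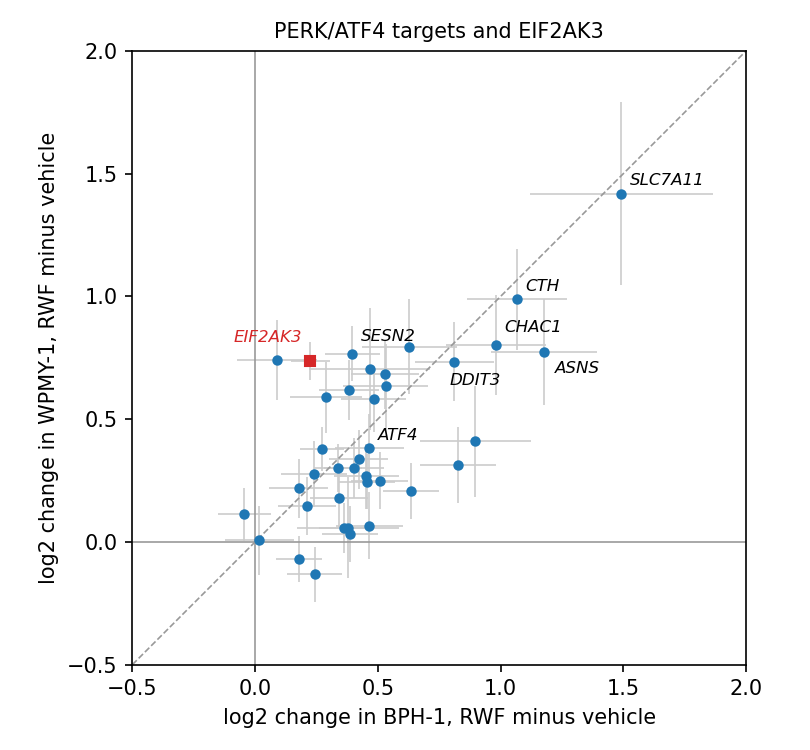
Log2 change (RWF minus vehicle) in WPMY-1 against that in BPH-1 for the 37 PERK/ATF4 targets (blue circles) and EIF2AK3 (red square), with bars of 1 standard error from limma. The dashed line marks equal changes, and SLC7A11 lies furthest out, at 1.49 and 1.42.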

Interestingly, in the aforementioned gene expression profiling, we also observed three key genes (*EIF2AK3/PERK*, *ATF4*, and *DDIT3/CHOP*) were induced in both cell lines. Hence, we first confirmed that these three ER stress-associated genes were increased at the mRNA level by RWF extract in a concentration-dependent manner (Fig. 4a-c). Furthermore, we examined whether the expression levels of BiP and the other two signaling cascades in UPR pathways were altered or not. By qRT-PCR assay, we found that HSPA5/BiP mRNA expression was not altered by RWF extract treatment, whereas ATF6 mRNA level was up-regulated (Fig. 4d, e). Interestingly, RT-PCR data showed that XBP-1 was not cleaved after RWF extract treatment, indicating that RWF extract did not activate the IRE1α pathway (Fig. 4f). Next, we performed the immunoblotting assay and confirmed that PERK, ATF4, CHOP, and ATF6 proteins were all induced by RWF extract treatment, while BiP displayed a concentration-dependent decrease under the treatment of RWF extract (Fig. 4g). In addition, the phosphorylation levels of PERK(T980) and eIF2α(S51) also increased in response to RWF extract treatment, indicating the activation of PERK signaling pathway in BPH-1 and WPMY-1 cells (Fig. 4g). Taken together, these data indicated that RWF extract reduced BiP expression and activated PERK- and ATF6-associated ER stress pathways, resulting in UPR signaling activation in both BPH epithelial and stromal cells.

**Fig. 4:**
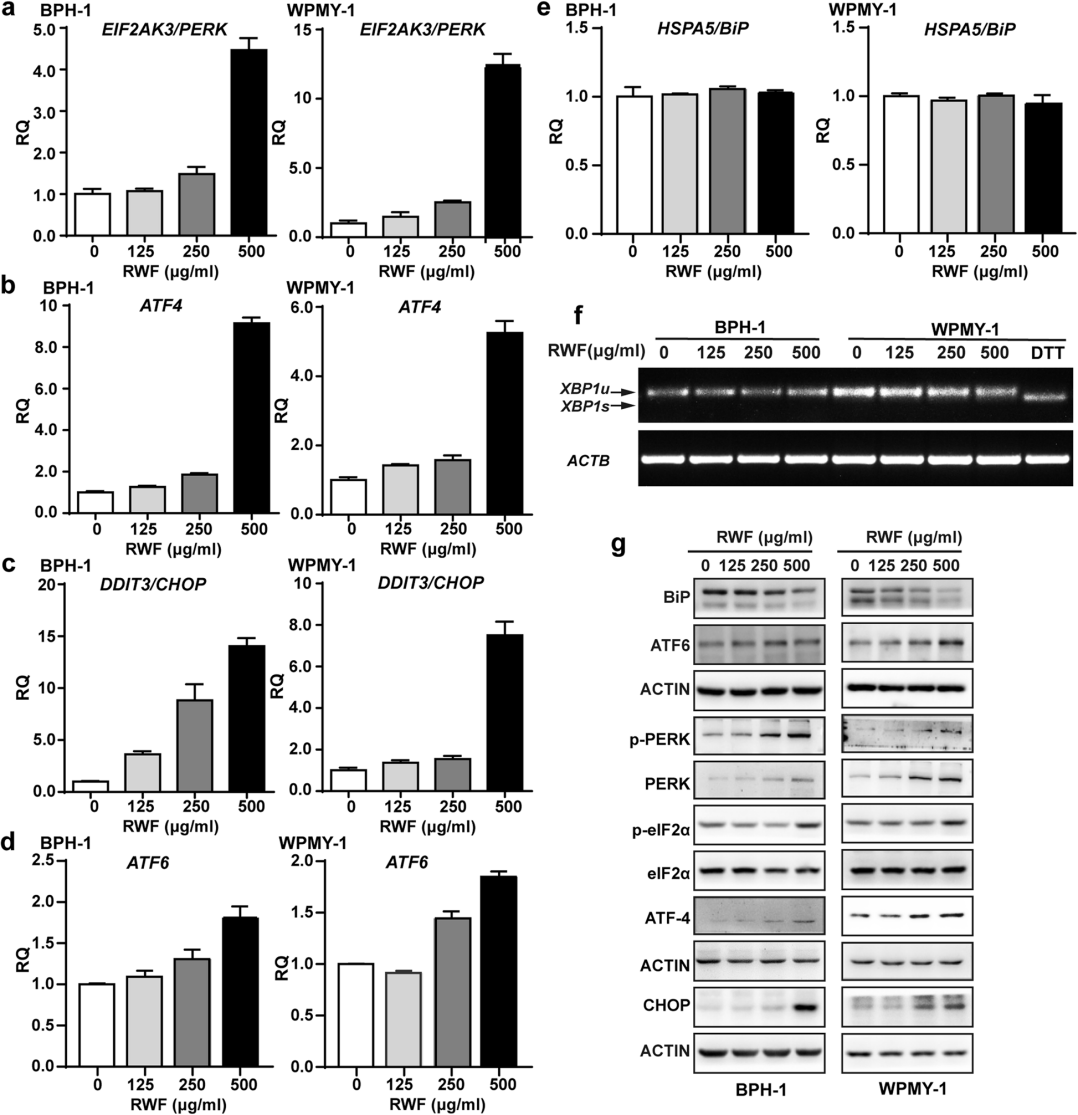
RWF extract induced ER-stress pathways in BPH-1 and WPMY-1 cells. **a-e** The mRNA expression levels of ER stress-associated genes in BPH-1 and WPMY-1 cells by qRT-PCR. **f** BPH-1 and WPMY-1 cells were treated with 0, 125, 250 and 500 μg/ml RWF for 24 h. The cells treated with 10 mM DTT for 4 h were used as the positive controls for XBP1 gene splicing. The amplicon sizes of XBP1u and XBP1s were 261 bp and 235 bp, respectively. u, unspliced form; s, spliced form. **g** Immunoblots of ER stress-associated proteins in BPH-1 and WPMY-1 cells treated with RWF extract for 24 h

### Abrogation of ER stress reduced RWF extract-induced autophagic apoptosis

The exact molecular mechanism underlying RWF extract-induced cell death has not been fully elucidated, particularly in hyperplastic nonmalignant cells. Though we identified the induction of autophagy and ER stress by RWF extract, both cellular processes play promoting or inhibitory roles in cell survival, which are dependent on cell context [23, 24]. In addition, crosstalk between autophagy and ER stress has also been identified [25, 26]. Hence, it is important to characterize how RWF extract induced cell death of BPH-1 and WPMY-1 cells.

As a widely used inhibitor of autophagy via its inhibitory effect on class III PI3K, 3-MA was chosen to pretreat cells to block autophagy [27]. As shown in Fig. 5a, the inhibition of autophagy by 3-MA strikingly abrogated the induction of pro-apoptotic protein PDCD4 and the cleavages of Caspase 3 and PARP by RWF extract. However, RWF extract-induced expression changes of ER stress-associate proteins (BiP, ATF6, PERK, ATF4, and CHOP) and phosphorylation levels of PERK and eIF2α were not observed in the presence of 3-MA (Fig. 5a). Notably, the inhibition of autophagy by 3-MA partially reversed the RWF extract-induced cytotoxicity in both BPH-1 and WPMY-1 cells (Fig. 5b, c). These data clearly indicated that RWF extract induced autophagic apoptosis.

**Fig. 5:**
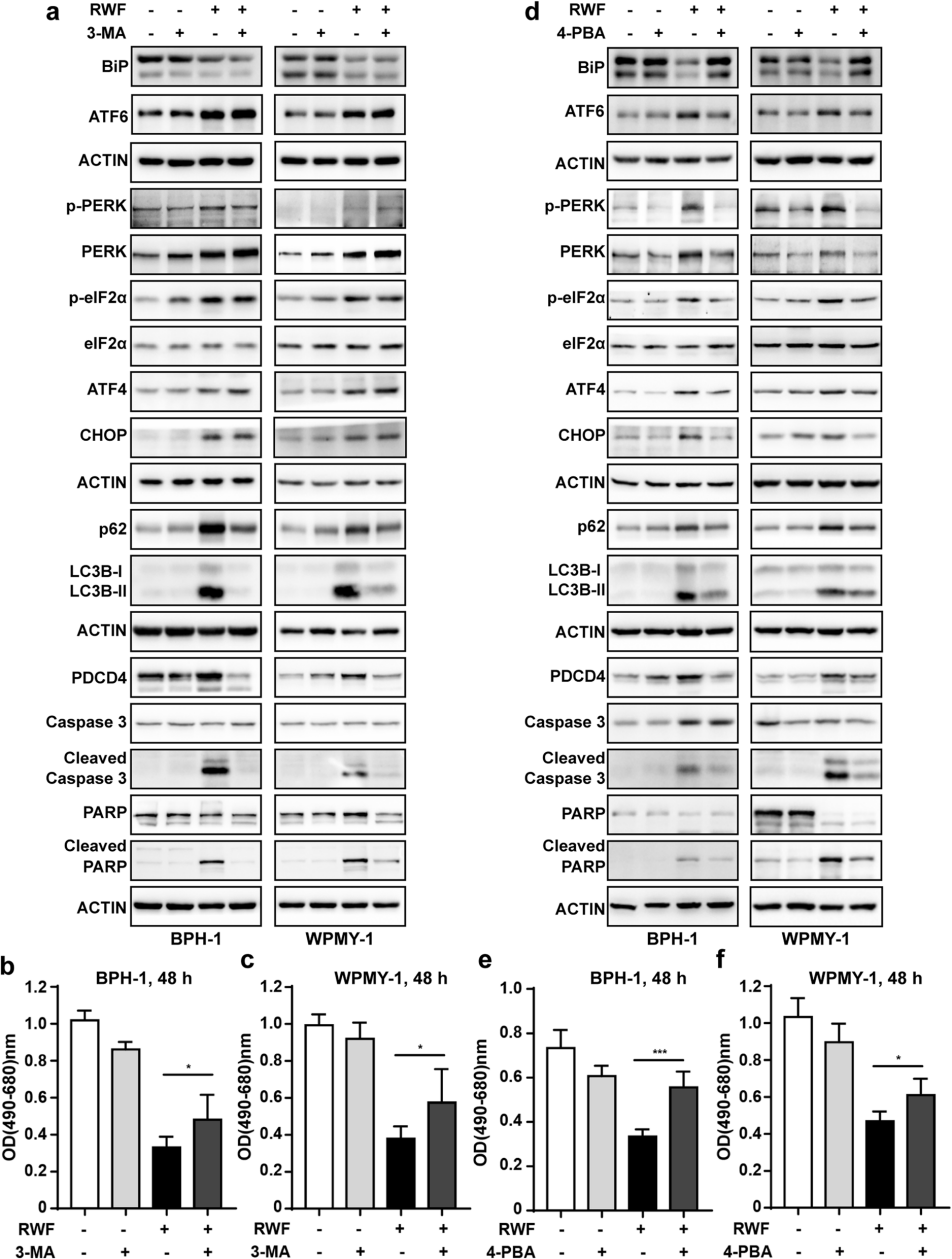
RWF extract induced apoptosis of BPH-1 and WPMY-1 cells via activating the ER and autophagy pathways. **a** The ER stress, autophagy and apoptosis-associated proteins were analyzed by immunoblot analysis. BPH-1 and WPMY-1 cells were pretreated with or without 500 µM autophagy inhibitor 3-MA for 2 h in advance and treated with or without 500 µg/ml RWF extract for another 24 h (to induce ER stress and autophagy) or 48 h (to induce apoptosis). **b**, **c** Cell viability was assessed by MTT assay in BPH-1 and WPMY-1 cells. **d** BPH-1 and WPMY-1 cells were pre-treated with or without 250 µM ER-stress inhibitor 4-PBA for 2 h in advance and treated with or without 500 µg/ml RWF extract for another 24 h (to induce ER stress and autophagy) or 48 h (to induce apoptosis). **e**, **f** Cell viability was assessed by MTT assay in BPH-1 and WPMY-1 cells. Data were presented as mean ± SD of at least three independent experiments. *p < 0.05, or ***p < 0.001

Since autophagy inhibition does not affect RWF extract-induced ER stress, we hypothesized that RWF may activate ER stress to eventually induce autophagic apoptosis. To confirm this hypothesis, we treated the cells with 4-PBA, an ER stress inhibitor, before treating the cells with RWF extract. 4-PBA successfully inhibited the changes of BiP, PERK, ATF4, CHOP, and ATF6 expression levels and activation of ER stress pathway caused by RWF extract (Fig. 5d). Of note, our data showed a prominent attenuation of RWF-induced autophagy and pro-apoptotic proteins in BPH-1 and WPMY-1 cells pretreated with 4-PBA. Moreover, suppression of ER stress pathway also abrogated the RWF extract-induced cell death (Fig. 5e, f). Hence, these data showed that RWF extract promoted cell apoptosis by activating the ER stress response and subsequent downstream autophagy and apoptotic pathways.

### RWF extract induced ER-stress and autophagic apoptosis in human BPH tissues

To further confirm RWF extract plays a significant role to suppress viability via targeting ER stress and autophagy signaling, human BPH tissues were cultured *ex vivo* and treated with the indicated concentrations of RWF extract (Fig. 6a). Consistent with previous *in vitro* results in BPH-1 and WPMY-1 cells, we found that RWF extract also induced ER stress and autophagy signaling pathway-related genes in human BPH tissues, without changing the mRNA levels of *HSAP5/BiP* (Fig. 6b). Moreover, consistent with the aforementioned immunoblotting data in BPH-1 and WPMY-1 cells, RWF extract reduced BiP protein levels, but increased the levels of other ER-stress-related proteins, as well as the autophagy and pro-apoptotic proteins in human BPH tissues (Fig. 6c).

**Fig. 6:**
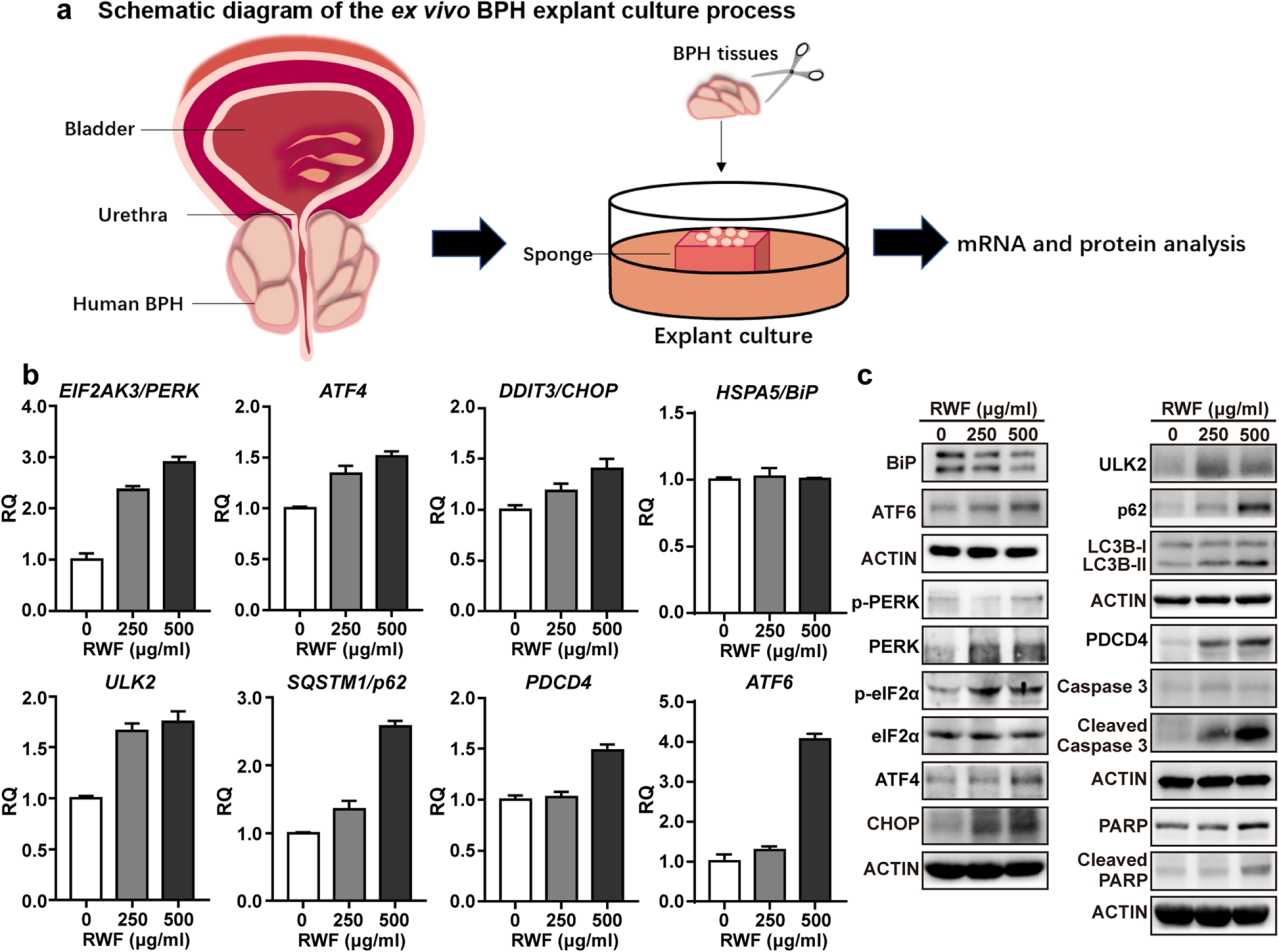
RWF extract inhibited ER stress, autophagy and apoptosis signaling pathways in human BPH tissues. **a** Schematic diagram of culturing BPH tissue *ex vivo* from human samples. BPH tissues were treated with 250 and 500 μg/ml RWF extract for 48 h. **b** The mRNA expression levels of ER-stress and autophagy-associated genes were measured by qRT-PCR in human BPH explants treated with 250and 500 μg/ml RWF extract for 24 h. Data were presented as mean ± SD. (*n* = 3). **c** The expression levels of target proteins from ER stress signaling pathway, pro-apoptotic and autophagy-related proteins were increased in a concentration-dependent manner in human BPH explants under the treatment of 250 and 500 μg/ml RWF extract for 24 h (to induce ER stress and autophagy) and 48 h (to induce apoptosis)

## Discussion

We previously reported the inhibitory effects of RWF extract on BPH development in a BPH rat model, with milder side effects compared with finasteride [14]. Here, we further dissected the molecular mechanism and found that RWF extract suppressed the viabilities of BPH epithelial and stromal cells in a concentration-dependent manner, through the induction of PERK/eIF2α/ATF4/CHOP signaling axis of ER stress that triggers autophagic apoptosis (Fig. 7). The inhibition of ER stress and autophagy reversed the RWF extract-induced cytotoxicity in both BPH-1 and WPMY-1 cells, respectively. Notably, the inductions of PERK- and ATF6-associated ER stress, autophagy, and apoptosis were confirmed in a human BPH *ex vivo* model.

**Fig. 7:**
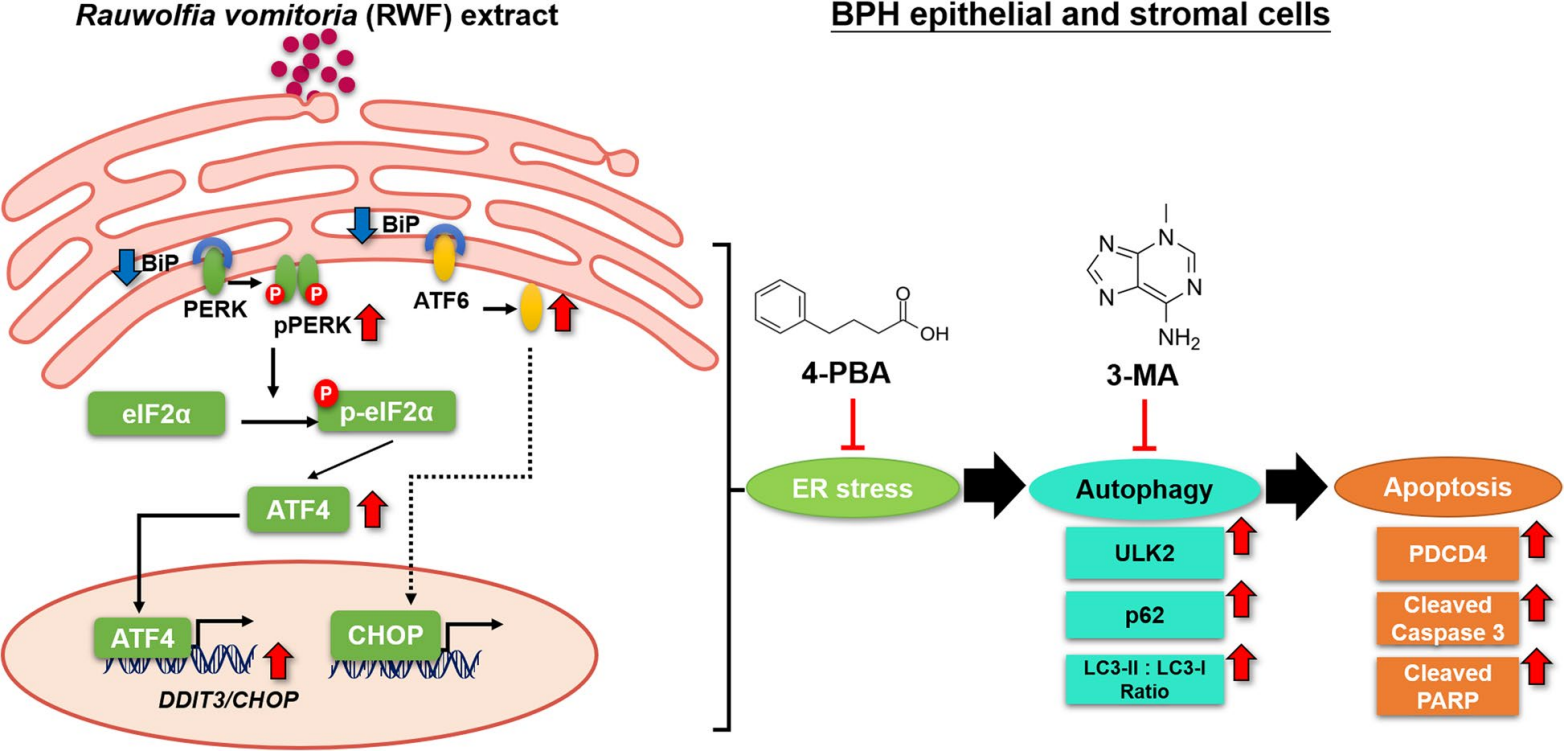
Schematic overview of mechanism how RWF extract inhibits BPH development. RWF extract induces the expression of BiP, ATF6, PERK, ATF4, and CHOP, and activates PERK- and ATF6-associated ER stress pathways, leading to autophagy and apoptosis

Autophagy is an evolutionally conserved cellular stress response to control the quality of proteins and organelles, which acts as a pro-survival mechanism in general [23]. During BPH pathogenesis, the dysregulation of autophagy was reported to be associated with the inflammation status inside prostatic tissues [28]. In addition to the hyperplasic proliferation of both prostatic epithelial and stromal cells in BPH tissues, hypoxia and innervation of cholinergic pelvic nerve in the prostate tissues can also induce the activation of autophagy during BPH development [29–32]. However, autophagy possesses cytotoxic function besides the cytoprotective effect, which is highly context-dependent. Whether cytotoxic or cytoprotective autophagy is active appears to be associated with the duration and extent of autophagy [33]. Indeed, one of the therapeutic approaches for BPH patients is to increase the duration and extent of autophagy. For instance, as a 5α-reductase inhibitor, finasteride could significantly increase the expression of the autophagy-related protein LC3-II in human BPH tissues [34]. The autophagy in prostate epithelial cells could be induced by the reduced secretion of IGF-1 from prostatic stromal cells after the treatment with finasteride [35]. Several herbal extracts, including Stauntonia hexaphylla and Qianliexin capsule, a standardized traditional Chinese herbal preparation, have been reported to induce autophagy and apoptosis in BPH *in vivo* [11, 36]. In this study, we found that RWF extract could induce autophagic genes, *ULK2* and *SQSTM1/p62* at the transcriptional level in both BPH-1 and WPMY-1 cells. The increase of LC3II/LC3I ratio and puncta formation of LC3 inside cells further confirmed the induction of autophagy by RWF extract. Interestingly, during our manuscript preparation, an independent group reported that RWF extract suppressed autophagy and induced apoptosis in colorectal cancer cells [37]. Such discrepancy in the molecular mechanisms might be due to the difference between our non-malignant cell and cancer cell models. In our cell lines, we demonstrated that such induction of autophagy was essential for subsequent RWF extract-induced cell death. Hence, RWF extract induced autophagic apoptosis in both BPH epithelial and stromal cells.

ER stress functions as one of the upstream signals for autophagy [25]. Similar to autophagy, ER stress is one of the multiple-step processes that maintain intracellular homeostasis. The accumulation of unfolded and/or misfolded proteins can trigger the UPR and subsequent cytoprotective autophagy in order to recycle the damaged organelles and proteins. As one of three major signals to initiate UPR, PERK release from BiP protein induces its auto-phosphorylation and subsequent phosphorylation of eIF2α, which eventually activates eIF2α/ATF4/CHOP signaling pathway. The key autophagic gene p62 is a direct downstream target of the eIF2α/ATF4/CHOP signaling pathway [38]. Once the stress exceeds the threshold or goes on too long, UPR will eventually induce cell death. In response to the hyper-activation of PERK or ATF6, CHOP is one of the key downstream targets and its induction further activates a number of pro-apoptotic proteins to initiate autophagy and apoptosis [39]. Though the link between ER stress and BPH pathogenesis remains unclear, the treatment of 5α-reductase inhibitor finasteride significantly induced ER stress and apoptosis of spermatogenic cells in rat testis tissue [40]. 

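ATF6 itself had 0.08 on the log2 scale in BPH-1 and 0.14 in WPMY-1 and did not pass limma in either line (adjusted p = 1.00 and 0.361). By other assays, qRT-PCR and immunoblots, the paper found ATF6 mRNA and protein raised. Of 19 measured ATF6 targets and ER chaperones, HERPUD1, which serves the removal of misfolded ER proteins, rose in WPMY-1 by 0.82 (limma adjusted p = 0.0279) and had 0.38 in BPH-1 (adjusted p = 0.687). HSPA5, the chaperone BiP, had -0.18 in BPH-1 and 0.17 in WPMY-1, and passed in neither (adjusted p = 0.814 and 0.277). This group moved up in WPMY-1, where 18 members were positive and 2 were higher when adjusted over the list alone (median 0.17, camera adjusted p = 2.09e-04, and adjusted p = 0.230 with an estimated correlation). In BPH-1, 7 members were positive and none passed, with 1 higher and 2 lower at an unadjusted p (camera adjusted p = 0.486). In the IRE1 branch, ERN1, which encodes IRE1α, had 0.06 in BPH-1 and 0.16 in WPMY-1. XBP1, the transcription factor it activates by splicing, had 0.12 in BPH-1 and 0.51 in WPMY-1 (adjusted p = 0.0759), and is also on the ATF6 list. The paper's RT-PCR found XBP1 uncleaved after RWF extract, from which it holds that the IRE1α pathway was not activated. The array values used here do not separate spliced from unspliced XBP1, so they do not bear on that assay. Of 18 IRE1/XBP1 targets, EDEM1, a factor of ER-associated degradation, rose in WPMY-1 by 0.55 (adjusted p = 0.0254), and 4 were higher when adjusted over the list alone (camera adjusted p = 0.00405, and adjusted p = 0.465 with an estimated correlation). None passed in BPH-1, where 1 was higher at an unadjusted p (camera adjusted p = 0.437). The HERPUD1 and EDEM1 calls were both lost without either BPH-1 vehicle array, without WPMY-1 vehicle replicate 1 and without WPMY-1 RWF replicate 1; HERPUD1 also lost its call without WPMY-1 vehicle replicate 2 and EDEM1 without WPMY-1 RWF replicate 2, with HERPUD1 at 0.64 and EDEM1 at 0.50 at the lowest. Without WPMY-1 vehicle replicate 2, camera gave an adjusted p of 0.116 for IRE1/XBP1 targets, WPMY-1, and without BPH-1 vehicle replicate 1 it gave 0.0125 for IRE1/XBP1 targets, BPH-1.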

Our study revealed that RWF extract induced the expression changes of key components in PERK- and ATF6-associated ER stress signalings, as well as the autophagic and apoptotic genes in both BPH-1 and WPMY-1 cells by unbiased microarray assays. The inhibition of ER stress by 4-PBA reversed the induction of autophagy and apoptosis by RWF extract, while the treatment with autophagy inhibitor, 3-MA, could only abrogate RWF extract-induced apoptosis. These data reinforced the notion that RWF extract induced ER stress and further activated autophagic apoptosis in BPH cells.

RWF extract has been reported to inhibit hyperproliferation of malignant cells, including prostate cancer cells, through inducing pro-apoptotic genes and suppressing the expression of cell cycle-related genes, as well as cancer stemness-associated Wnt/β-catenin pathway [41–43]. Actually, RWF extract is a mixed preparation containing a variety of monoterpenoid indole alkaloids and beta-carboline alkaloids [13, 41, 44]. Among them, alstonine has been reported to possess cytotoxic effects on malignant cells by inducing apoptosis and/or growth arrest [45–48]. It will be interesting to determine whether alstonine, a principal component of the RWF extract used in this study, plays a critical role in ER stress and autophagic apoptosis and whether other alkaloids are also involved. Further dissection of the molecular mechanisms of the anti-BPH activity of RWF extract will be investigated.

## Conclusion

In summary, our findings have demonstrated that RWF extract restrained the development of BPH by activating ER stress and autophagy signal pathway to induce apoptosis in BPH epithelial BPH-1 and stromal WPMY-1 cells, as well as in human BPH samples. This study on RWF extract provided preclinical data that support its potential as an alternative medicine for BPH treatment.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

The dataset supporting the conclusions of this article is available in the NCBI GEO Dataset (accession number: GSE151643; hyperlink to the dataset in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151643).

## Abbreviations

3-MA: 3-Methyladenine
4PBA: 4-Phenylbutyrate
BPH: Benign prostatic hyperplasia
CHOP: C/EBP homologous protein
DMSO: Dimethyl-sulfoxide
ER: Endoplasmic reticulum
EIF2α: Eukaryotic translation initiation factor 2 alpha
PARP: Poly (ADP-ribose) polymerase
PDCD4: Programmed cell death 4
PI: Propidium iodide
RWF: *Rauwolfia vomitoria*
SDS-PAGE: Sodium dodecyl sulfate–polyacrylamide gel electrophoresis

# Supplementary material for: Rauwolfia vomitoria extract suppresses benign prostatic hyperplasia by inducing autophagic apoptosis through endoplasmic reticulum stress
**Source:** BMC Complement Med Ther. 2022 May 5;22:125. doi: 10.1186/s12906-022-03610-4
**Supplement:** Supplementary file 1 — Additional file 1.

***Supplementary Information***

***Rauwolfia vomitoria* extract suppresses benign prostatic hyperplasia by inducing autophagic apoptosis through endoplasmic reticulum stress**

Guifang Huang^1,2,#^, Xiao He^1,2,#^, Zesheng Xue^3,#^, Yiming Long^2,4,#^, Jiakuan Liu^5^, Jinming Cai^6^, Pengfei Tang^7^, Bangmin Han^6^, Bing Shen^6,7^, Ruimin Huang^1,2,4,*^, Jun Yan^5,*^

# equally contribution.

**Supplementary Table 1. List of primary antibodies, chemicals, kits, cell lines and reagents**

**Supplementary Table 2. List of primer sequences for qRT-PCR**

| **Gene symbol** | **Direction** | **Primer sequence (5’- -3’)** |
| --- | --- | --- |
| *ACTB* | Forward | CAGAGCCTCGCCTTTGCCGATC |
|  | Reverse | CATCCATGGTGAGCTGGCGGCG |
| *ATF4* | Forward | tcatgggttctccagcgaca |
|  | Reverse | gtcatctggcatggtttcca |
| *DDIT3/CHOP* | Forward | CCTTTCTCCTTCGGGACACT |
|  | Reverse | CTCTGGGAGGTGCTTGTGAC |
| *EIF2AK3/PERK* | Forward | taaaggactgatgcacaggg |
|  | Reverse | ctcatatacagtttggtccc |
| *PDCD4* | Forward | TCTGGGAAAGGAAGGGGACT |
|  | Reverse | TGCCAACACTGGTACTCCAC |
| *SQSTM1/p62* | Forward | AAGCCGGGTGGGAATGTTG |
|  | Reverse | CCTGAACAGTTATCCGACTCCAT |
| *ULK2* | Forward | GTGGTATTCGCATCAAAATAGCG |
|  | Reverse | CACAAGTCAGCCTTAGCATCATA |

**Supplementary Table 3. List of primer sequences for RT-PCR**

| **Gene symbol** | **Direction** | **Primer sequence (5’- -3’)** |
| --- | --- | --- |
| *ACTB* | Forward | CTGGGACGACATGGAGAAAA |
|  | Reverse | AAGGAAGGCTGGAAGAGTGC |
| *XBP1* | Forward | GAATGAAGTGAGGCCAGTGG |
|  | Reverse | ACTGGGTCCTTCTGGGTAGA |

# Supplementary material for: Rauwolfia vomitoria extract suppresses benign prostatic hyperplasia by inducing autophagic apoptosis through endoplasmic reticulum stress
**Source:** BMC Complement Med Ther. 2022 May 5;22:125. doi: 10.1186/s12906-022-03610-4

**Raw data on Western blotting and agarose electrophoresis**

***Rauwolfia vomitoria* extract suppresses benign prostatic hyperplasia by inducing autophagic apoptosis through endoplasmic reticulum stress**

Guifang Huang^1,2,#^, Xiao He^1,2,#^, Zesheng Xue^3,#^, Yiming Long^2,4,#^, Jiakuan Liu^5^, Jinming Cai^6^, Pengfei Tang^7^, Bangmin Han^6^, Bing Shen^6,7^, Ruimin Huang^1,2,4,*^, Jun Yan^5,*^

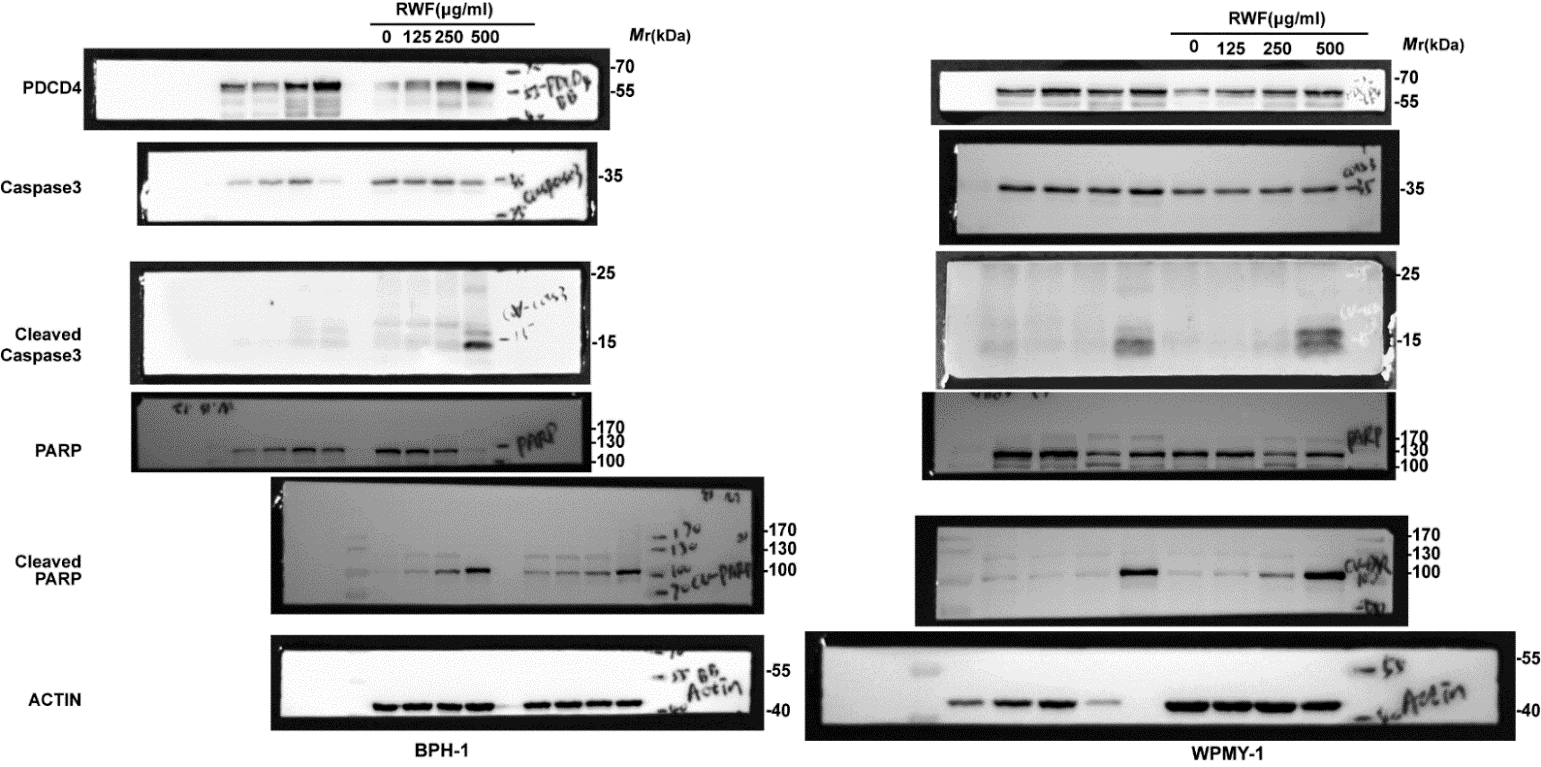

**Figure 2D**

**Figure 3D**

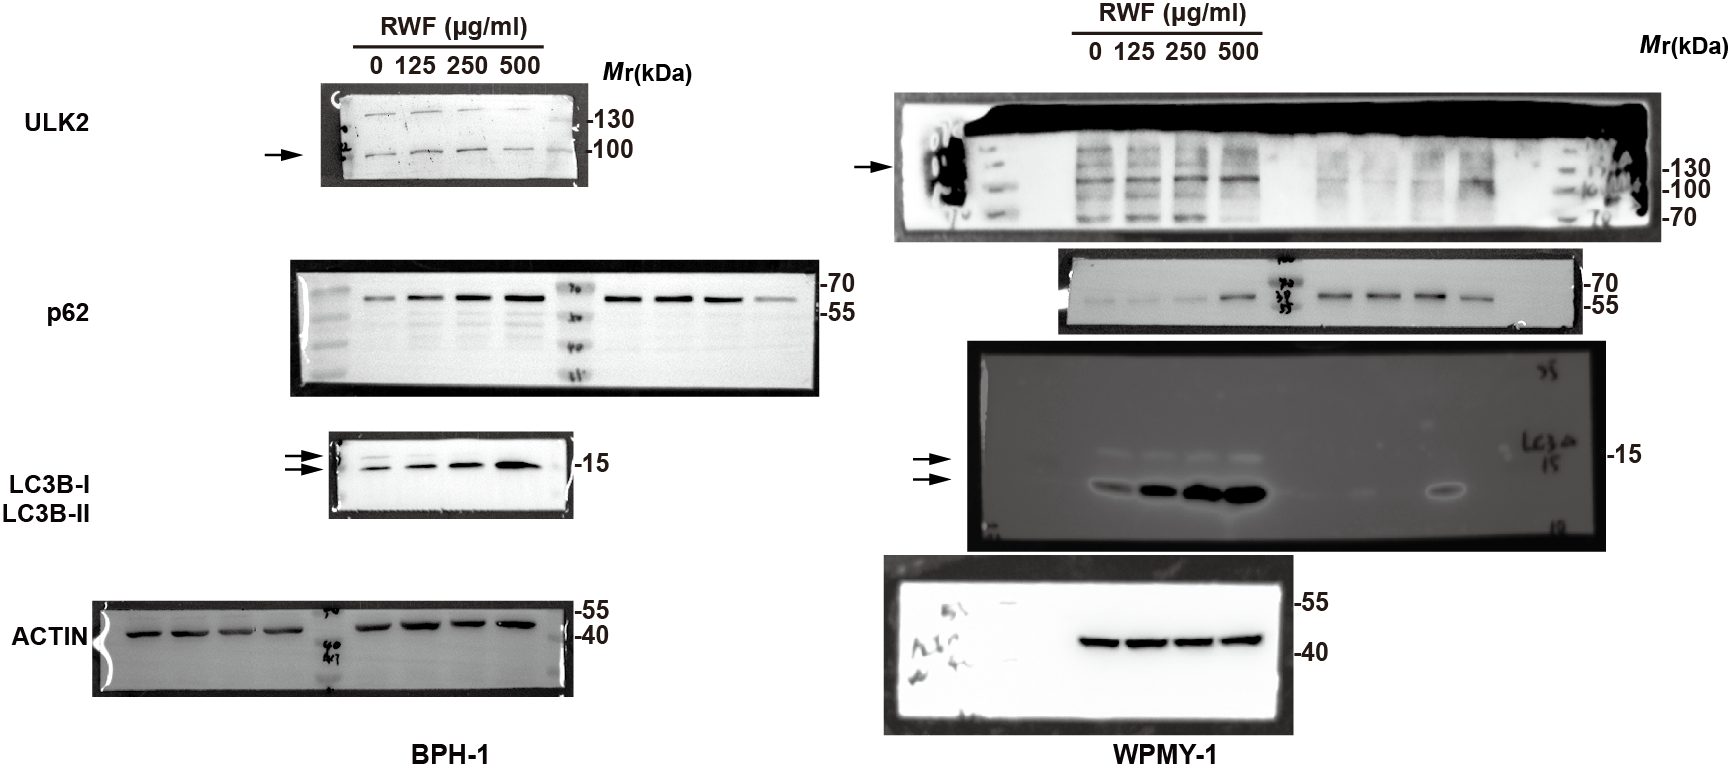

**Figure 4F**

**
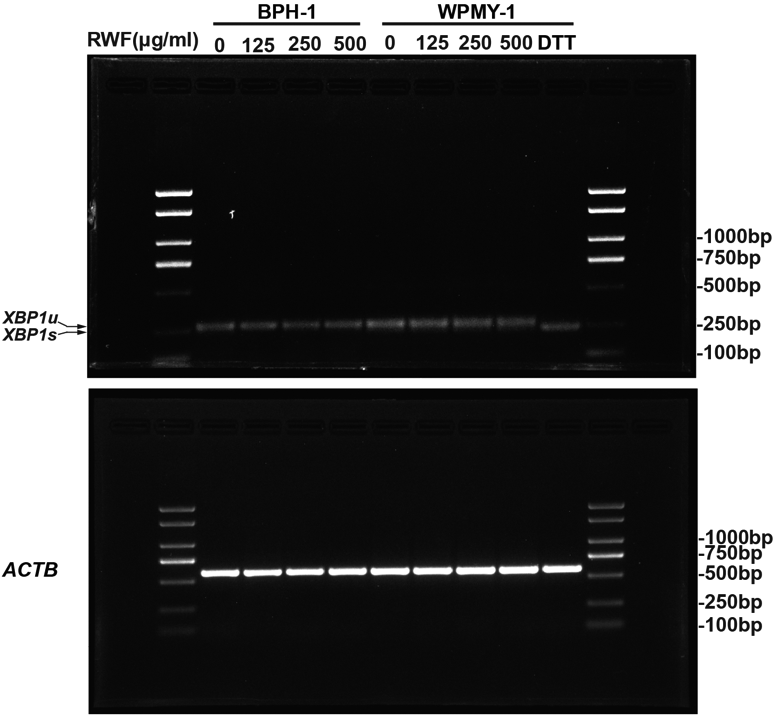
**

**Figure 4G**

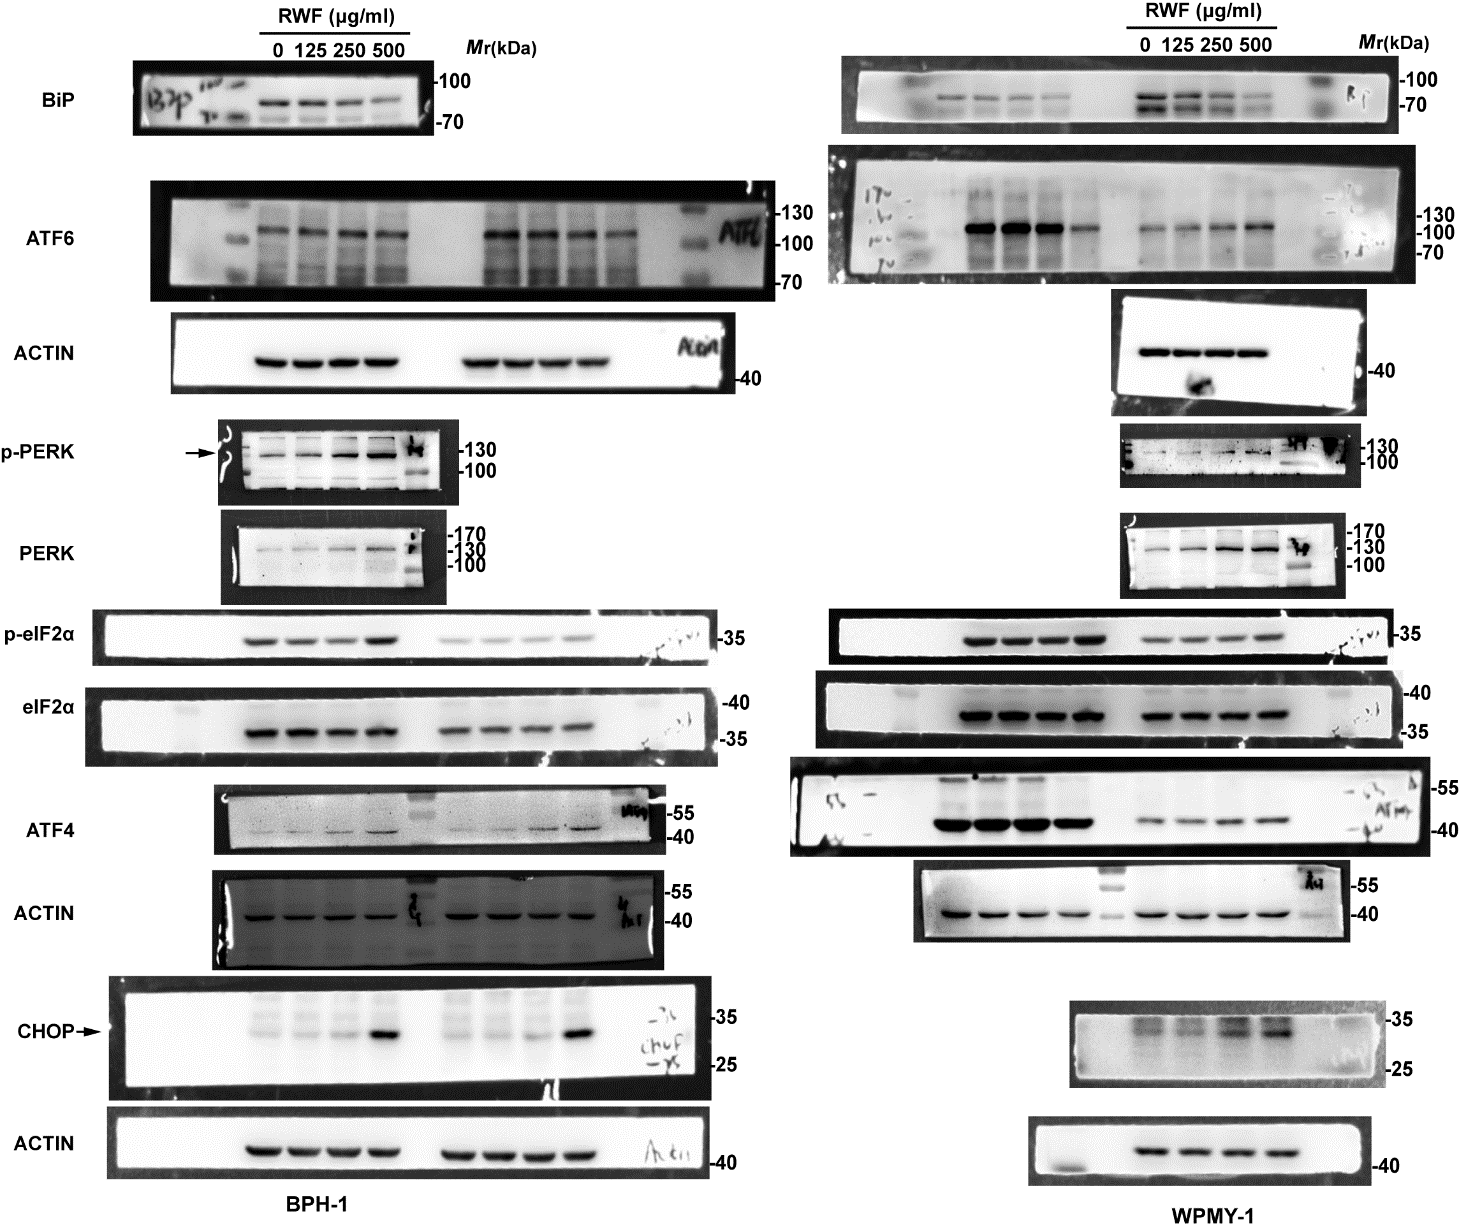

**Figure 5A**

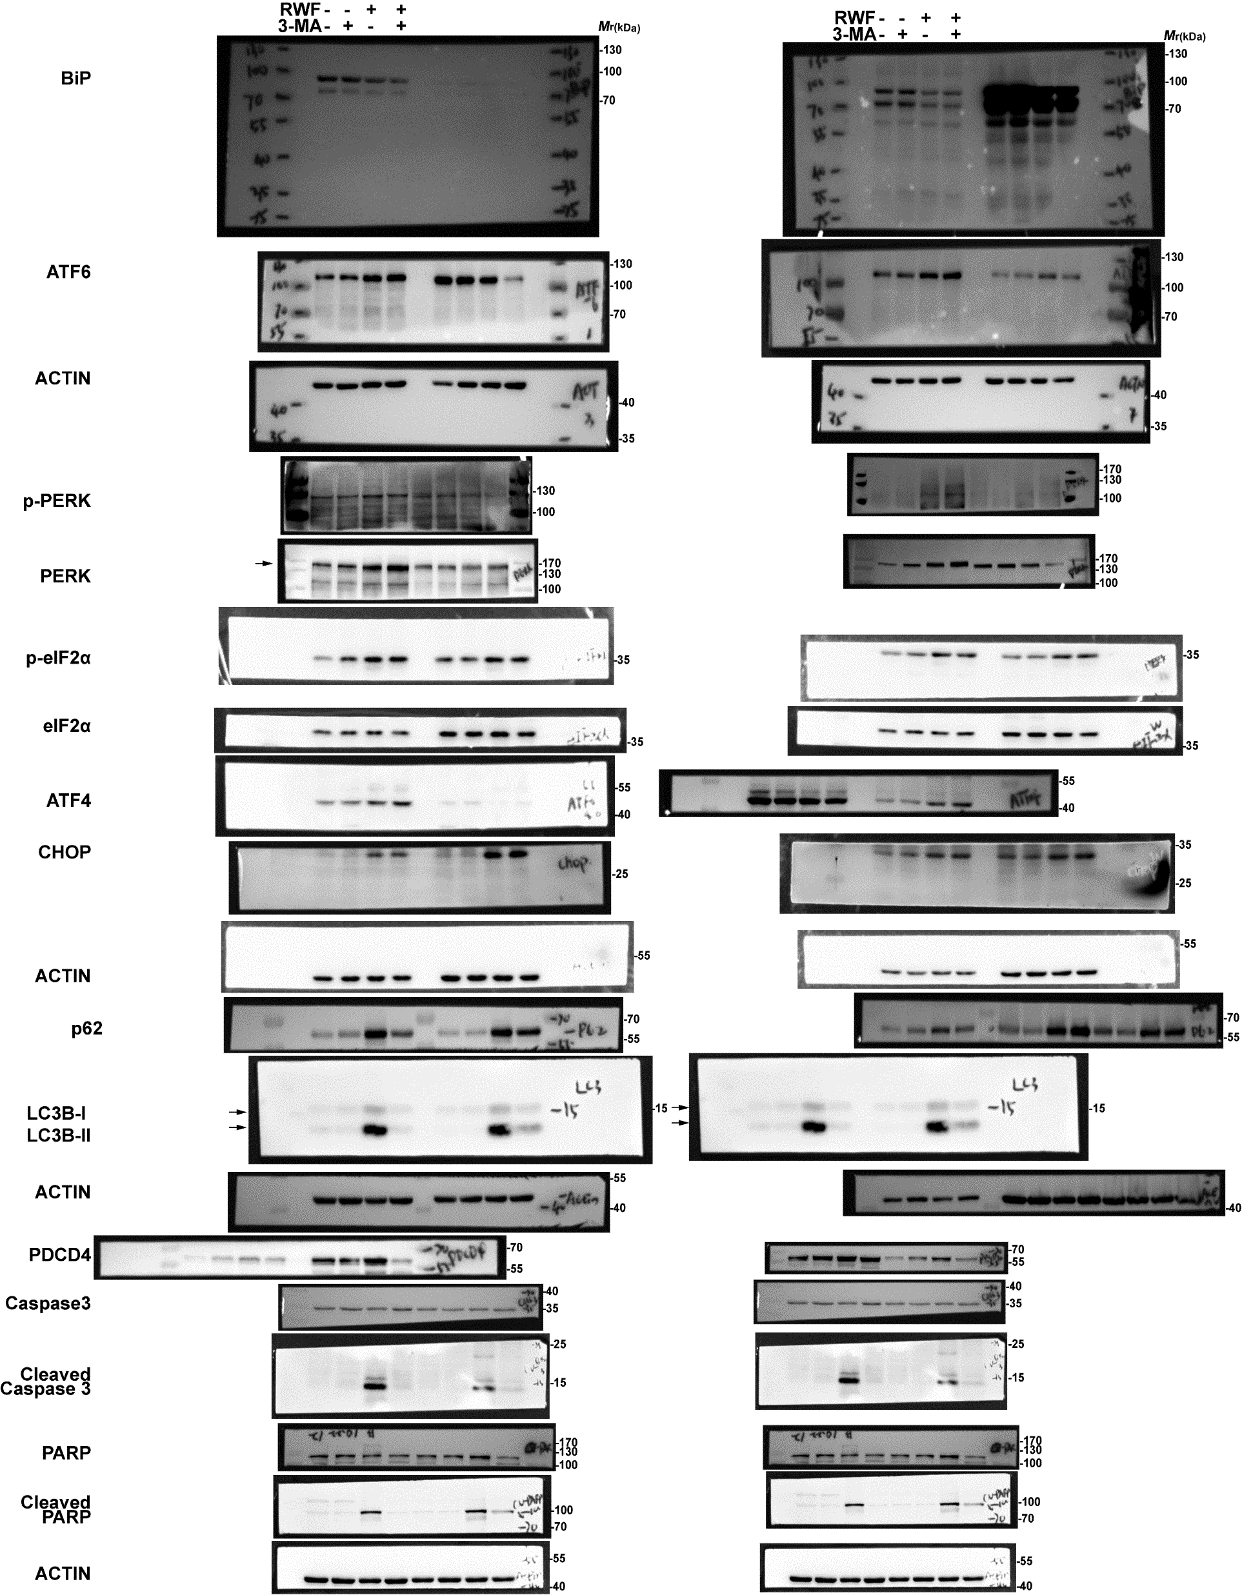

**Figure 5D**

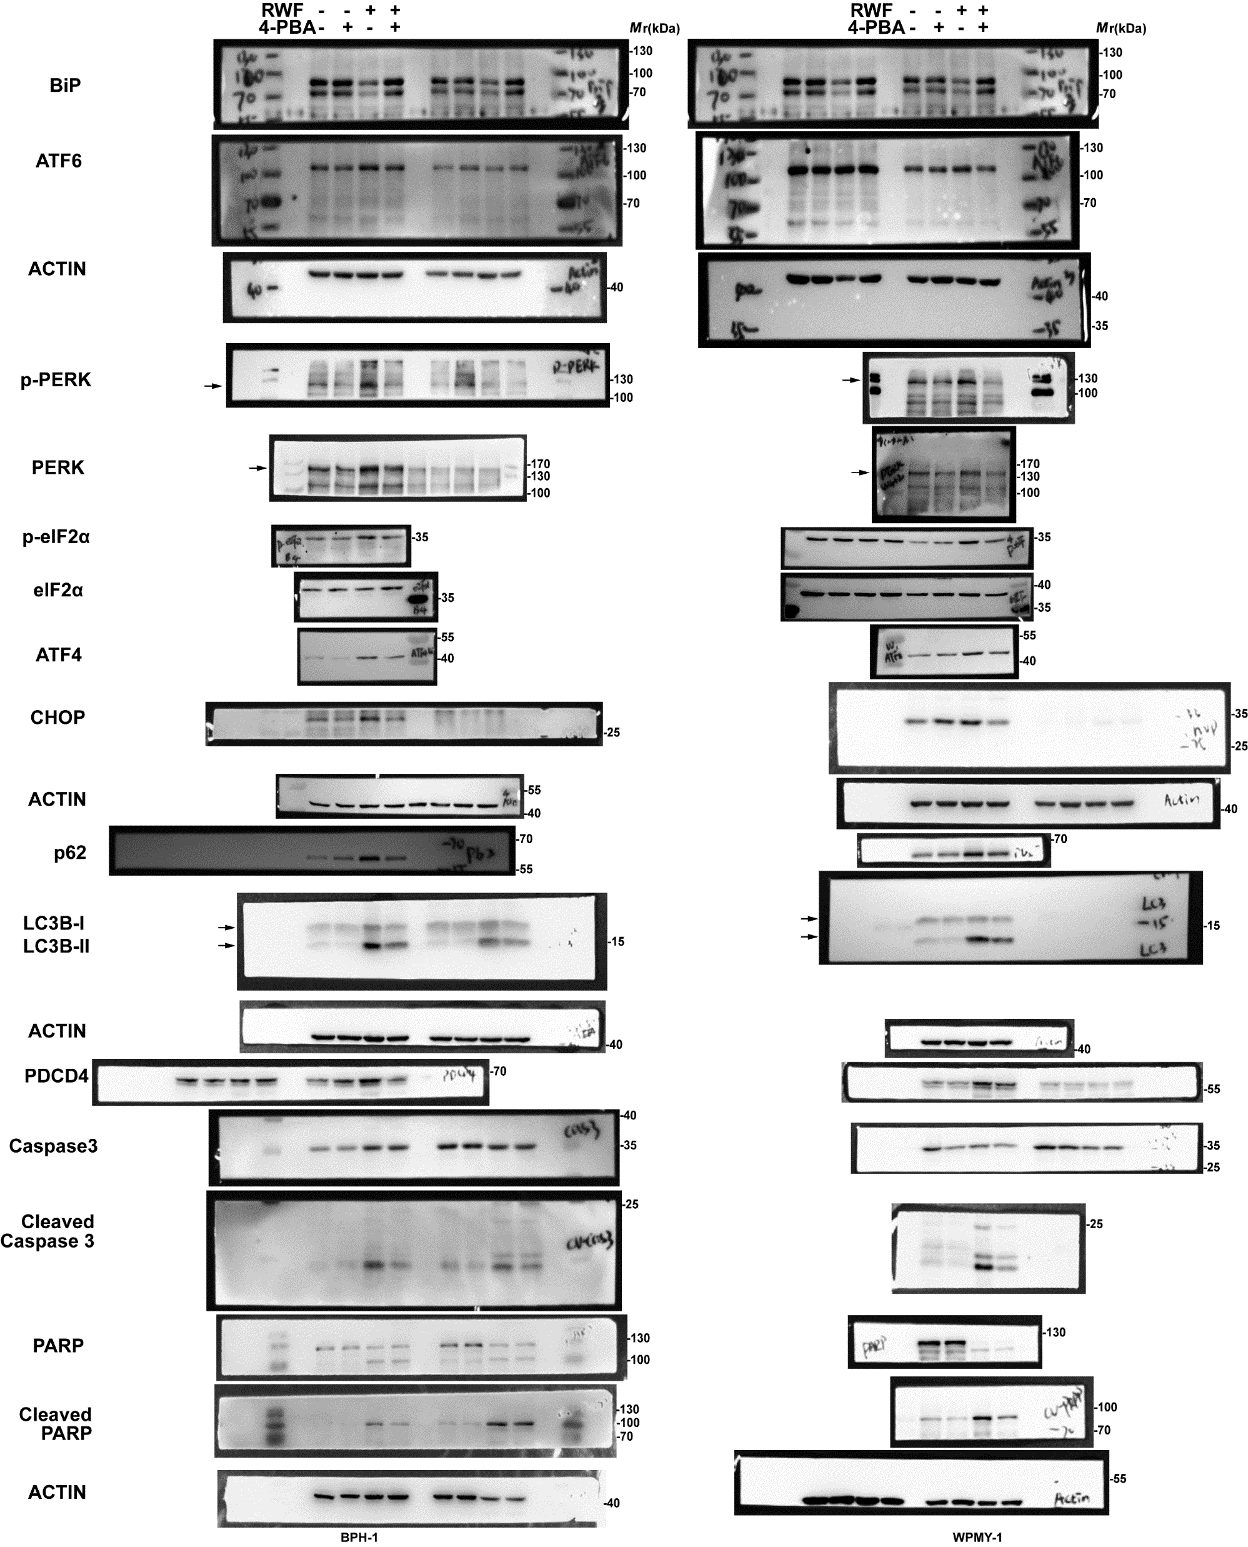

**Figure 6C**

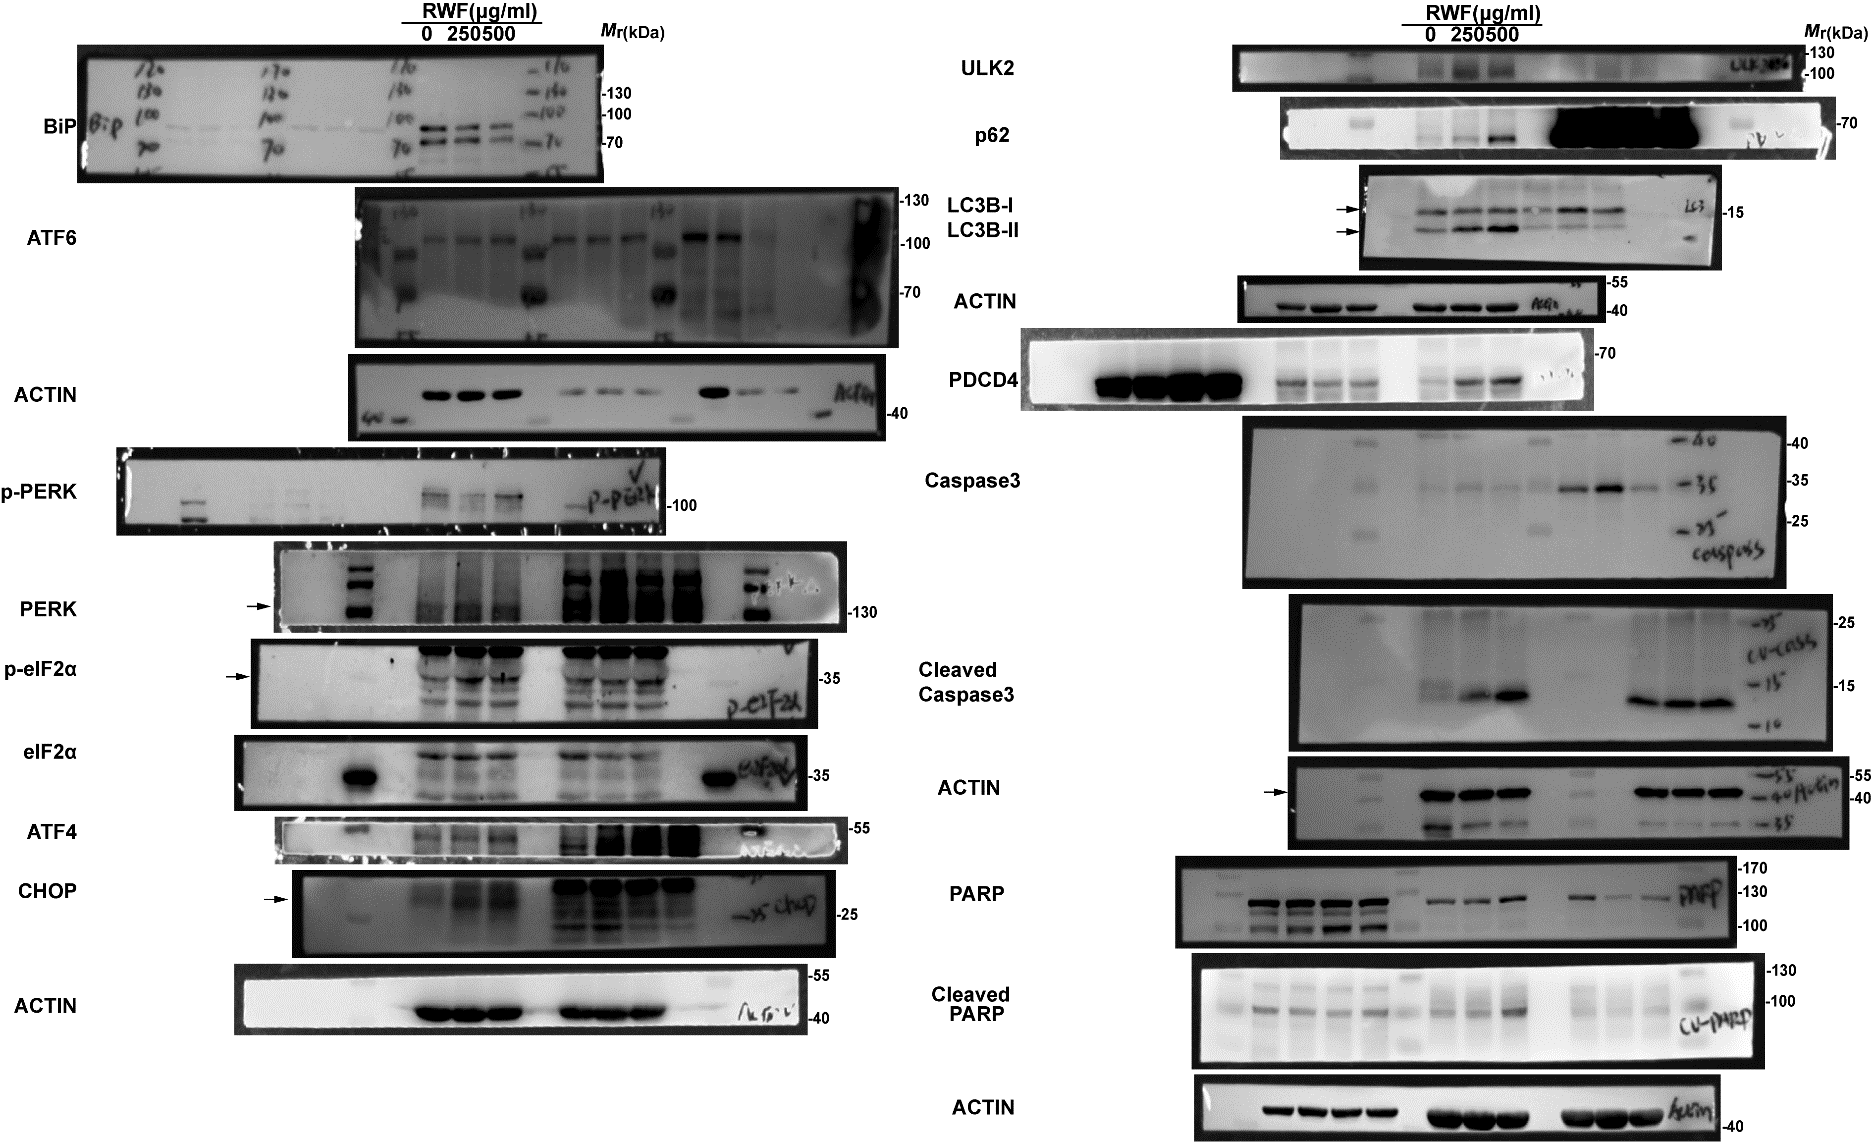

**Supplement:** Supplementary file 2 — Additional file 2.

How the deposited data were processed for this re-analysis (not part of the article)

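Total RNA of BPH-1 and WPMY-1 cells, taken after 24 h with RWF extract at 250 μg/ml or with vehicle, was measured on Affymetrix Human Transcriptome Arrays, with 2 arrays in each of 4 groups. The authors deposited log2 expression values, 1 per transcript cluster and array, on 8 arrays. The submitters' processing notes name RMA, with no version, as the step that made them. RMA corrects the background, normalizes the arrays to each other and summarizes the probes of a cluster, so these values carry no total signal per array and a shift of all genes in one direction would be partly removed. The values were used as deposited. The table has no detection call, so a low log2 value can be background, and the number of arrays limits the precision. Labels give each array's line, treatment and replicate number, and they do not say that the 2 arrays of a group are separate cultures. The paper's statement on replicates and on Student's test covers its experiments in general and does not name the arrays.

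Genes were named from the platform annotation, with symbols checked against RefSeq, which changed 0 of them and held 23471 of the clusters' symbols. A gene with several clusters is represented by the brightest of those annotated to it alone, which left 22465 genes. Some genes the paper names are not reported here. 2366 clusters hold the same 8 values as another cluster. Members of the keratin, AKR1C, metallothionein, HSPA1 and POTE families may share probes, which was not checked here, and are treated as uncertain. No coordinates were used here.

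Differences between RWF and vehicle were tested within each line, and between the lines as an interaction, with limma 3.58.1 in R 4.3.3. All 8 arrays were fitted as 4 groups, with 4 residual degrees of freedom and 4.34 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over all clusters at a threshold of 0.05. The median residual SD was 0.0828 in BPH-1 and 0.0949 in WPMY-1. Counts at the paper's cutoff of 1.3-fold used the difference of mean log2 values with no test. Fisher's exact test compared lists of genes between the lines, which share no vehicle arrays. The limma step was tested on simulated data with 100 clusters changed by 0.5 and 100 by 1 on the log2 scale. The simulated spread of a cluster was pooled over all 8 arrays, so both lines had the same spread. There limma made 7 false calls in BPH-1 and 2 in WPMY-1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

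26 gene lists were fixed before the data were examined. They hold PERK/ATF4 targets, ATF6 targets and ER chaperones, IRE1/XBP1 targets, autophagy, lysosome, pro-apoptotic and anti-apoptotic genes, p53 targets, G1/S and G2/M genes, NRF2 and AHR targets, cholesterol and fatty acid synthesis, hypoxia and glycolysis, NF-kB and interferon genes, extracellular matrix, epithelial and stromal markers, the androgen pathway, Wnt/beta-catenin, ribosome biogenesis, immediate early, heat shock and metallothionein genes. Members were counted after adjustment over all clusters and adjusted over the list alone, and each list was tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. With an estimated correlation, 1 of the 15 calls in BPH-1 (autophagy), 0 of the 16 in WPMY-1 and 0 of the 10 between the lines held, and the lowest adjusted p was 0.0396, 0.164 and 0.198. fry, which asks whether a list's genes move on balance in 1 direction, was run beside it.

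The genes the text names were set by a rule written before the data were examined: genes the paper names for these arrays, up to 10 largest rises and 10 largest falls past the threshold in each line with non-overlapping arrays, filled up by the smallest unadjusted p where fewer pass, up to 4 called members of each list, the 5 genes with the smallest interaction p, and genes past the threshold in both lines. SLC7A11, ASNS, CTH, CHAC1 and GDF15 were named after their values were seen.

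Alternatives set before the data were examined were quantile normalization, median centring, leaving out dim clusters (35583 kept), a replicate block, trend and robust variances, each line alone, the methods' t-test, 1 cluster per gene, linear means, folds with a test or with non-overlapping arrays, other set tests, the mean of a gene's clusters, and each array left out in turn. When an array is left out, the remaining array of its group is assumed to vary like the other groups. Added after seeing the data were counting clusters with the same values once, lists without the genes the study picked, the overlap of 1.3-fold genes under other settings, and the clusters with chromosome code 0M.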

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

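The interaction test, a single array far from the others and the scaling as causes of the larger number of calls in WPMY-1, and a shift of all genes were set before their results were seen. The comparison of gene lists between the lines was not part of the plan fixed before the data were examined. The tests on clusters with chromosome code 0M, on the spread between the arrays of a group and on the variation between cultures, including their division by cell line, and the draws of matched genes were chosen only after the result was seen.

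The change differed between the lines (WPMY-1 minus BPH-1, limma interaction, adjusted p = 0.0455 for each) for 4 clusters. CXADR, a cell adhesion receptor, differed by 1.501 on the log2 scale, with -0.11 in BPH-1 and 1.40 in WPMY-1. LY96 differed by 1.46, with 0.11 in BPH-1, where its level of 1.94 is close to the lowest values of the arrays. Clusters with no gene symbol differed by 1.51 and by -1.31, the latter also close to the lowest values in BPH-1 (2.09). With cell line by treatment interaction calls counted again, the 4 became 0 after quantile normalization and after median centring, 1 without BPH-1 vehicle replicate 2, 18 without WPMY-1 vehicle replicate 2 and 0 without any other single array.

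Between the lines, 10 lists differed in camera at an adjusted p under 0.05, and none with an estimated correlation, where the lowest adjusted p was 0.198. The median differences (WPMY-1 minus BPH-1, log2) were positive for ATF6 targets and ER chaperones at 0.23 (adjusted p = 2.98e-05), IRE1/XBP1 targets at 0.15, lysosome genes at 0.11, cholesterol synthesis genes at 0.41 and NF-kB inflammatory genes at 0.18. They were negative for extracellular matrix and myofibroblast genes at -0.42 (adjusted p = 6.62e-17), stromal markers at -0.21, ribosome biogenesis genes at -0.21, metallothionein genes at -0.20 and PERK/ATF4 targets at -0.0787 (adjusted p = 0.0271).

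Among clusters the paper does not report on, the 22 with chromosome code 0M were as a group lower after RWF, with a median of -0.78 in BPH-1 and -1.05 in WPMY-1 (log2), or -0.70 and -0.88 after quantile normalization. In limma at an adjusted p under 0.05, 6 of the 22 were lower and 1 higher in BPH-1. In WPMY-1, 14 were lower and 0 higher. The 0M cluster with the largest fall in BPH-1 had -1.95 there (limma adjusted p = 0.0010) and -2.13 in WPMY-1 (adjusted p = 4.7e-04). The code equals the RefSeq chromosome in 99.7% of 20518 named clusters, and read in this way 0M would stand for the mitochondrial chromosome. No 0M cluster has a gene symbol to check this on, so which transcripts the 0M clusters read is not established here. In BPH-1, pulling down of bright clusters by the normalization is argued against by the other clusters as bright as these, whose median was -0.0136, and loss of all these transcripts alike is argued against by 4 clusters that were higher in both lines with non-overlapping arrays. In WPMY-1 the other bright clusters had a median of -0.105 (log2), which missed the bound used, a fixed share of the 0M median, so an effect of brightness stays open there, although clusters above a level of 12 had -0.0628 against -1.22 for the 0M clusters above it. RWF exposure stays open as a hypothesis, since 15 clusters were lower with non-overlapping arrays in both lines (chance gives 33.3% non-overlapping in either direction in 1 line), and RNA preparation and batch were not tested.

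More clusters changed in WPMY-1 than in BPH-1, with a median absolute log2 change of 0.119 against 0.0686. A larger spread between the arrays of a group in WPMY-1 stays open: contrasts of the same arrays in which the treatment cancels had medians of 0.0710 and 0.0838 in WPMY-1 and 0.0701 and 0.0635 in BPH-1, ratios of 1.01 and 1.32 against 1.74 for RWF and vehicle. A single outlying WPMY-1 array is argued against because the median absolute change stayed at 0.115 or more without any of the 4, where BPH-1 without any 1 of its arrays had 0.0800 to 0.0878, and array scaling because the ratio of the lines was 1.60 after quantile normalization. A different response of the lines is a hypothesis that was tested gene by gene only in the interaction above, and RNA batches were not given in the sources used here.

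PERK/ATF4 targets were higher in both lines by camera at its preset correlation, a call lost with an estimated correlation (adjusted p = 0.243 in BPH-1 and 0.465 in WPMY-1). A shift of all genes alike left in the normalized values is argued against by genes of matched brightness. Their median was -0.0360 in WPMY-1 and 0.00238 in BPH-1 and, in the highest of 1000 draws of the list's size, 0.134 and 0.0773, against 0.31 and 0.42 for the list. The normalization itself holds most genes near no change, so this comparison cannot judge a shift in the cells. A fall of most genes that the normalization removed, beside which unchanged genes would look higher, stays open, since the values carry no total signal. The smallest difference of the list between an RWF and a vehicle array was 3.83 times the largest between arrays of 1 group in BPH-1 and 0.412 times in WPMY-1, but the arrays of a group are not known to be separate cultures, so variation between cultures stays open in both lines. RWF exposure, the condition of the design, was not set apart from these.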

How the results depend on the processing

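The tests on lists without the genes the study picked, clusters with the same values counted once, the overlap of 1.3-fold genes with non-overlapping arrays, the 0M clusters and the 5 genes named after their values were seen were chosen only after the result was seen. The other alternatives were set beforehand. The cause of each change below was not tested, apart from the smaller number of clusters tested or of arrays that an alternative itself brings. Of the values under alternatives, 226 of the counts, 2273 of the values of genes and 703 of the values of lists kept their direction and their side of the threshold (counts within 1.5 times). 62 counts were lower and 39 higher by over 1.5 times. 321 values of genes and 92 of lists lost their call, 40 and 28 gained one, and 26 and 13 turned sign. Part of the kept values could not change. Leaving out an array of 1 line keeps the log2 changes and 1.3-fold counts of the other, and the replicate block keeps those of both. Named genes were followed in both lines, so the kept values include genes that were never called. The 321 lost calls all come from 5 named calls in BPH-1 and 62 in WPMY-1, under several alternatives. Of 26 medians of the 0M clusters, 25 moved by less than the spread between replicates, and the median change of clusters with chromosome code 0M, WPMY-1, moved by more, to -0.88, after quantile normalization. No detection measure is in the table, so what signal over background limits is not known.

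After quantile normalization BPH-1 limma calls were 2 (0 higher, 2 lower), cell line by treatment interaction calls 0 and genes up in both cell lines 0, and Wnt/beta-catenin genes, WPMY-1, turned from down to up (adjusted p = 0.750). Median centring gave 17 BPH-1 limma calls (2 higher, 15 lower), 0 cell line by treatment interaction calls and turned the sign of SRD5A1, WPMY-1 (-0.0249), UGT2B7, WPMY-1 (-0.0101), and TGM2, WPMY-1 (-0.00711). With dim clusters left out there were 73 BPH-1 limma calls (27 higher, 46 lower), 1874 WPMY-1 limma calls (740 higher, 1134 lower), 11 cell line by treatment interaction calls and 8 genes up in both cell lines. With trend and robust variances cell line by treatment interaction calls were 0, and WPMY-1 limma calls were 243 with each line alone. Of the 5 named calls in BPH-1 and 62 in WPMY-1, 2 and 24 were kept with each line alone: FBXO32 and TMEM156 in BPH-1, and ABCA1, ANXA10, CCBE1, CXADR, CXCL1, EIF2AK3, GABARAPL1, HSD17B7, HSD17B7P2, ICAM1, KLHL24, LY96, MIR125B1, MYL9, NPC1, NREP, NSDHL, NTN4, POLR1E, SLCO4C1, SLFN5, TAGLN, TP53INP1 and WIPI1 in WPMY-1. Quantile normalization ended all 5 in BPH-1 and, in WPMY-1, those of CDC20, COL6A3, DUSP6, JUN, NIPAL2, NOP16 and TP53INP1. Median centring ended those of FBXO32 and TMEM156 in BPH-1 and ITGA6, NIPAL2, NSDHL, PGD, TNFRSF10B and TP53INP1 in WPMY-1, and the replicate block those of GREM1 and POTEF in BPH-1 and CDC20, CDKN1A, COL6A3, GREM1, JUN, MVD, NIPAL2 and TNFRSF10B in WPMY-1. Where interaction calls are 0, limma in its first setting gave 5816 clusters at an unadjusted p under 0.05.

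With the replicate block, BPH-1 limma calls were 26, WPMY-1 limma calls 1229, cell line by treatment interaction calls 0 and genes up in both cell lines 4, and epithelial markers, BPH-1, turned from up to down (adjusted p = 0.897). The numbers are not known to pair the arrays: deviations of same-numbered arrays correlated at 0.125 in BPH-1 and -0.0256 in WPMY-1, from 2 pairs each.

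In place of the BPH-1 limma calls and WPMY-1 limma calls, the methods' t-test called 3707 and 6827 clusters at an unadjusted p under 0.05, where limma gave 3938 and 12846, and 0 and 0 after Benjamini-Hochberg. With 1 cluster per gene there were 0 BPH-1 limma calls, 681 WPMY-1 limma calls, 376 for BPH-1 1.3-fold counts and 1540 for WPMY-1 1.3-fold counts. With the methods' t-test beside the fold, BPH-1 1.3-fold counts were 458 (coding 97 higher and 35 lower) and WPMY-1 1.3-fold counts were 1749 (coding 288 and 398). At an unadjusted p and 1.3-fold in both, 106 genes up in both cell lines were found. With an estimated correlation the adjusted p was 0.243 for PERK/ATF4 targets, BPH-1, 0.465 for PERK/ATF4 targets, WPMY-1, and 0.164 for autophagy core genes, WPMY-1. fry gave an adjusted p of 0.168 for PERK/ATF4 targets, BPH-1, 0.0982 for PERK/ATF4 targets, WPMY-1, and, turned to up, 0.313 for Wnt/beta-catenin genes, WPMY-1. In BPH-1 it passed for autophagy core genes (0.00361), NRF2 targets (0.0128) and hypoxia and glycolysis genes (0.0116). These lists passed in WPMY-1 too (0.00607, 0.0236 and 0.0456). So did ATF6 targets and ER chaperones (0.00903), lysosome genes (0.0456), extracellular matrix and myofibroblast genes (0.00981) and stromal markers (0.00827). Over both lines, fry lost 22 of the list calls and gained 1.

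Leaving out each array in turn gave 1 to 22 BPH-1 limma calls, 205 to 1042 WPMY-1 limma calls, 0 to 18 cell line by treatment interaction calls and 0 to 1 genes up in both cell lines. BPH-1 1.3-fold counts lay between 1415 and 2582 (coding 240 to 373 higher and 106 to 210 lower) and WPMY-1 1.3-fold counts between 4670 and 7659 (coding 544 to 844 higher). The highest came without vehicle replicate 2 of the line. Of the named genes called in BPH-1, 0 of 5 kept the call in all 8 fits, and of those called in WPMY-1, 16 of 62 did: ABCA1, ANXA10, CCBE1, CXADR, EIF2AK3, HSD17B7P2, ICAM1, KLHL24, LY96, MIR125B1, MYL9, NTN4, POLR1E, SLCO4C1, SLFN5 and WIPI1. Genes that turned sign were ERN1, BPH-1, from -0.0301 to 0.16, EIF2S1, BPH-1, from -0.14 to 0.0872, ACTB, BPH-1, from -0.00159 to 0.0198, SLCO4C1, BPH-1, from -0.0114 to 0.14 and SRD5A1, WPMY-1, from -0.0190 to 0.0800. So did LXN, BPH-1, from -0.0566 to 0.47, NREP, BPH-1, from -0.18 to 0.0936, LIN7A, BPH-1, from -0.0810 to 0.21, NSDHL, BPH-1, from -0.0752 to 0.57, MYL9, BPH-1, from -0.12 to 0.15, COL1A1, BPH-1, from -0.10 to 0.0805, COL1A2, BPH-1, from -0.0662 to 0.0884, and COL6A3, BPH-1, from -0.00841 to 0.0864. In WPMY-1 so did AKR1C1, WPMY-1, from -0.0364 to 0.0119, CLIC4, WPMY-1, from -0.0389 to 0.22, UGT2B7, WPMY-1, from -0.00467 to 0.0954, and TGM2, WPMY-1, from -0.0948 to 0.19. Lists that turned sign had adjusted p from 0.0125 to 0.824 for IRE1/XBP1 targets, BPH-1, 1.04e-10 to 0.343 for G2/M genes, BPH-1, 0.138 to 0.913 for extracellular matrix and myofibroblast genes, BPH-1, 0.230 to 0.880 for epithelial markers, BPH-1, 1.71e-10 to 0.993 for ribosome biogenesis genes, BPH-1, 0.532 to 1.00 for anti-apoptotic genes, WPMY-1, and 0.634 to 0.962 for Wnt/beta-catenin genes, WPMY-1.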

Differences from the paper's values

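The definition of a non-coding transcript is not given in the sources used here, so the paper's counts at 1.3-fold were set beside 2 definitions, clusters with a named non-coding gene and all clusters without a coding gene. In BPH-1 the paper reports 138 non-coding transcripts higher, against 31 clusters with a named non-coding gene and 425 without a coding gene. Of the alternatives set before the data were examined, the first came within 1.5 times only without BPH-1 RWF replicate 1 (93) and the second only with the methods' t-test beside the fold (140). The paper reports 96 lower in BPH-1, against 38 and 637. The first came within 1.5 times without BPH-1 vehicle replicate 2 (129), RWF replicate 1 (89) or RWF replicate 2 (97), and the second under none of the alternatives. In WPMY-1 the paper reports 510 higher, against 182 and 1319; the first came within 1.5 times without WPMY-1 vehicle replicate 2 (373) and the second with the methods' t-test beside the fold (491). The paper reports 679 lower in WPMY-1, against 256, which came within 1.5 times under none of the alternatives, and 2069, which did with the methods' t-test beside the fold (572). The 4 counts of coding genes lay within 1.5 times of the paper's 234, 125, 678 and 810. All 4 fell outside with the methods' t-test beside the fold, and single ones without BPH-1 vehicle replicate 2 (373 higher, 210 lower), RWF replicate 1 (366 higher) or RWF replicate 2 (207 lower) and, in WPMY-1, after median centring (403 higher).

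The paper states that PERK, ATF4 and CHOP transcripts were induced in both lines. It also reports by qRT-PCR that these mRNAs rose with the concentration, and the array values here do not repeat that assay. EIF2AK3 in BPH-1 was 1.17-fold higher, below the paper's cutoff of 1.3-fold under every alternative run on it, and it passed limma at an unadjusted p under 0.05 and when adjusted over the paper's genes alone (adjusted p = 0.0422) but not over all clusters. ATF4 and DDIT3 were above 1.3-fold in both lines, ATF4 in WPMY-1 only just (0.38 on the log2 scale). ATF4, WPMY-1, was below it after median centring (0.33) and without WPMY-1 vehicle replicate 2 (0.36) or RWF replicate 1 (0.14). The paper names ULK2 among genes induced in both lines and reports by qRT-PCR that it rose with the concentration. On the arrays it lay just under the cutoff in WPMY-1, at 0.38 on the log2 scale. There it exceeded the cutoff without WPMY-1 vehicle replicate 2 (0.40) or RWF replicate 2 (ULK2, WPMY-1: 0.40). The discussion reports expression changes of ATF6-associated components in both lines. On the arrays ATF6 itself was 1.06-fold and 1.10-fold higher and passed in neither line, while HERPUD1 rose in WPMY-1 and, at 0.38 in BPH-1, did not pass there. By other assays, qRT-PCR and immunoblots, the paper found ATF6 mRNA and protein raised. Of the 15 genes the paper names and that are measured here, 6 were at least 1.3-fold higher in BPH-1 and 7 in WPMY-1, and 0 and 2 passed limma's threshold adjusted over all clusters. Adjusted over these 15 alone, some of which the study picked on these arrays, 7 were higher in BPH-1, and 8 were higher and 2 lower in WPMY-1. Higher in both lines by that measure were ULK2, SQSTM1, EIF2AK3, ATF4, DDIT3, MAP1LC3B and the cluster of PDCD4 and MIR4680, and in WPMY-1 also XBP1. In BPH-1, where the count over all clusters is 0, 3938 clusters passed at an unadjusted p under 0.05.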

Other observations

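Single genes of further groups passed in WPMY-1, while 0 of the 16 list calls there held with an estimated correlation. ICAM1, an adhesion molecule of inflammation, rose by 1.24 on the log2 scale while the chemokines CXCL1 (-0.76) and CCL2 (-0.77) fell, so of 18 NF-kB inflammatory genes 1 rose and 2 fell (camera adjusted p = 0.432); in BPH-1, 4 were lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00602, and adjusted p = 0.399 with an estimated correlation). The NRF2 targets NQO1 (0.62), TXNRD1 (0.54) and PGD (0.72) rose (camera adjusted p = 0.00294, and adjusted p = 0.316 with an estimated correlation; 6 higher when adjusted over the list alone). The tight junction gene CLDN1 (0.64) and the integrin ITGA6 (0.61) rose among epithelial markers, which did not shift in BPH-1 (camera adjusted p = 0.731). IFIH1, a sensor of viral RNA, rose by 0.63 among interferon-stimulated genes (camera adjusted p = 0.0356, and adjusted p = 0.465 with an estimated correlation), and in BPH-1 5 of 21 were higher when adjusted over the list alone (camera adjusted p = 2.37e-06, and adjusted p = 0.285 with an estimated correlation). The mitotic activator CDC20 fell by 0.45 among 31 G2/M genes (camera adjusted p = 2.09e-04, and adjusted p = 0.465 with an estimated correlation), and in BPH-1 none passed (1 lower at an unadjusted p; camera adjusted p = 0.00385, and adjusted p = 0.608 with an estimated correlation). Of 30 G1/S and replication genes, 6 were lower and 2 higher in WPMY-1 when adjusted over the list alone (camera adjusted p = 0.0198, and adjusted p = 0.465 with an estimated correlation; adjusted p = 0.731 in BPH-1). DUSP6 rose by 0.83 and JUN fell by 0.59 among immediate early genes (camera adjusted p = 0.0557; in BPH-1, 0.0657). The calls of CDC20, JUN and TXNRD1 held in 0 of the 8 leave-one-out fits, with log2 changes of -0.54, -0.73 and 0.62 without WPMY-1 vehicle replicate 1. Those of ITGA6, DUSP6 and IFIH1 held in 1 fit each, ITGA6 without WPMY-1 vehicle replicate 2, DUSP6 without RWF replicate 2 and IFIH1 without RWF replicate 1. Without WPMY-1 vehicle replicate 1 or RWF replicate 1, CXCL1 (-0.73 and -0.69), CCL2 (-0.62 and -0.73), CLDN1 (0.55 and 0.66), PGD (0.55 and 0.72) and NQO1 (0.58 and 0.51) lost their calls, all but NQO1 also without RWF replicate 2 and PGD also without either BPH-1 vehicle array. That of ICAM1 held without any 1 array. Of the lists, camera lost NF-kB inflammatory genes, BPH-1, without BPH-1 RWF replicate 1 (adjusted p = 0.167), and G2/M genes, BPH-1, without BPH-1 vehicle replicate 1 (0.343) or RWF replicate 2 (0.296). It lost interferon-stimulated genes, WPMY-1, without WPMY-1 vehicle replicate 1 (0.140) or RWF replicate 2 (0.0839), G2/M genes, WPMY-1, without WPMY-1 vehicle replicate 1 (0.0601), and G1/S and replication genes, WPMY-1, without WPMY-1 vehicle replicate 2 (0.132) or RWF replicate 1 (0.130). It gained immediate early genes, BPH-1, without BPH-1 vehicle replicate 2 (0.0079), BPH-1 RWF replicate 1 (0.0327) or either WPMY-1 RWF array (0.0260). It gained immediate early genes, WPMY-1, without WPMY-1 RWF replicate 2 (6.63e-04), WPMY-1 vehicle replicate 2 (0.0414), either BPH-1 vehicle array (0.0489) or either BPH-1 RWF array (0.0453).

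GDF15, a stress cytokine named after its value was seen, had 1.48 in BPH-1 (limma adjusted p = 0.0825) and 0.71 in WPMY-1 (adjusted p = 0.128), and passed in BPH-1 without BPH-1 vehicle replicate 2 (1.84). KLHL24 had 0.94 in BPH-1 (adjusted p = 0.0986) and rose by 1.36 in WPMY-1. STC1, a secreted glycoprotein, had -0.63 in BPH-1 and rose by 0.57 in WPMY-1, and the actin-binding gene TPM1 had 0.54 in BPH-1 and fell by 0.91 in WPMY-1; neither interaction passed the adjustment (adjusted p = 0.0776 for STC1 and 0.109 for TPM1). The WPMY-1 call of STC1 held in 0 of the 8 leave-one-out fits (0.47 to 0.66), and that of TPM1 was lost without WPMY-1 vehicle replicate 1 (-0.72), RWF replicate 1 (-0.88) or RWF replicate 2 (-0.94). Other genes the paper names did not pass over all clusters: EIF2S1 had -0.03 and -0.29 in BPH-1 and WPMY-1, PARP1 -0.19 and -0.33, ACTB 0.01 and -0.16 and SRD5A1 0.11 and 0.03. Adjusted over the paper's genes alone, EIF2S1 and PARP1 were lower in WPMY-1 (adjusted p = 0.0354 and 0.0121) with non-overlapping arrays. Signs of the BPH-1 values of EIF2S1 and ACTB and of the WPMY-1 value of SRD5A1 turn under other settings. Of 880 genes at least 1.3-fold lower with non-overlapping arrays in WPMY-1 and 114 in BPH-1, 38 were shared, where 4.47 would be expected of independent lists (Fisher's exact test, p = 2.37e-25). This test too counts genes as independent units, so its p is no measure of replication. Across 22465 genes, which are not independent replicates, the changes of the lines correlated at r = 0.378 and rho = 0.325.

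Genes named above for a call or a rank in 1 line had these log2 changes in the other line, none of them past the threshold. In BPH-1 they were HSD17B7P2 0.67, HSD17B7 0.62, NEU1 0.60, NQO1 0.58, NPC1 0.58, NTN4 0.53, TXNRD1 0.40, SESN2 0.40, ANXA10 0.34, DUSP6 0.33, MVD 0.32, SLFN5 0.31, PGD 0.30, IFIH1 0.27, EBP 0.25, NSDHL 0.25, ATP6V1E1 0.23, LXN 0.21, EDEM1 0.16, CCL2 0.13, PRRX1 0.12, CLDN1 0.11, CDKN1A 0.10, TNFRSF10B 0.08, SLCO4C1 0.07, LIN7A 0.06, COL6A3 0.04, MYL9 0.01, COL1A2 0.01, COL1A1 -0.01, NREP -0.05, CRISPLD2 -0.11, TAGLN -0.12, ICAM1 -0.12, ITGA6 -0.14, POLR1E -0.20, NOP16 -0.26, CDC20 -0.28, MIR125B1 -0.29, CDH6 -0.35, JUN -0.37, CCBE1 -0.39, ABCA1 -0.44, CXCL1 -0.66 and HAS2 -1.31. In WPMY-1 they were FBXO32 0.64 (adjusted p = 0.0681), TMEM156 0.36, POTEJ 0.29, POTEI 0.26, POTEE 0.19, CLTRN 0.15, NR1D2 0.11, CLIC4 0.09, TGM2 0.05, UGT2B7 0.05, AKR1C1 -0.01 and ANXA6 -0.39. Several of the BPH-1 values depend on 1 array. Without BPH-1 RWF replicate 1, HSD17B7P2 came to 0.29, PGD to 0.14, CDH6 to -0.0872 and ABCA1 to -0.19. Without BPH-1 RWF replicate 2 they came to 1.04, 0.46, -0.61 and -0.69. A pass in 1 line alone does not show that the lines differ, and no interaction of the genes listed in this paragraph passed the adjustment.

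The remaining lists gave these results in camera. AHR targets were higher in BPH-1 (adjusted p = 0.00169, and adjusted p = 0.399 with an estimated correlation) and WPMY-1 (adjusted p = 0.0385, and adjusted p = 0.465 with an estimated correlation), with 0 and 3 of 7 higher when adjusted over the list alone and 2 and 3 at an unadjusted limma p. Fatty acid synthesis genes were higher in BPH-1 (adjusted p = 0.00115, and adjusted p = 0.399 with an estimated correlation) and did not shift in WPMY-1 (adjusted p = 0.103). Heat shock genes were lower in BPH-1 (adjusted p = 0.00169, and adjusted p = 0.509 with an estimated correlation) and WPMY-1 (adjusted p = 0.0124, and adjusted p = 0.465 with an estimated correlation), with no member past limma's threshold and 1 and 4 lower at an unadjusted p. Ribosome biogenesis genes were lower in BPH-1 (adjusted p = 3.28e-04, and adjusted p = 0.509 with an estimated correlation). Metallothionein genes, which may share probes, had an adjusted p of 0.0371 in BPH-1 (adjusted p = 0.515 with an estimated correlation) and 0.117 in WPMY-1. No shift was called for extracellular matrix genes in BPH-1 (adjusted p = 0.486), stromal markers in BPH-1 (adjusted p = 0.392), hypoxia and glycolysis genes in WPMY-1 (adjusted p = 0.155), androgen pathway genes (adjusted p = 0.647 and 0.491 in BPH-1 and WPMY-1) or Wnt/beta-catenin genes (adjusted p = 0.569 and 0.925). Without BPH-1 vehicle replicate 1 or RWF replicate 2, camera lost AHR targets, BPH-1 (adjusted p = 0.0950 and 0.0605), heat shock genes, BPH-1 (0.365 and 0.0969), and ribosome biogenesis genes, BPH-1 (0.993 and 0.105). It lost fatty acid synthesis genes, BPH-1, without BPH-1 vehicle replicate 2 (0.131) or RWF replicate 1 (0.541), and metallothionein genes, BPH-1, without BPH-1 vehicle replicate 2 (0.359) or RWF replicate 2 (0.387). It lost AHR targets, WPMY-1, without WPMY-1 vehicle replicate 1 (0.0912) or RWF replicate 1 (0.0573), and heat shock genes, WPMY-1, without WPMY-1 vehicle replicate 2 (0.0696) or RWF replicate 1 (0.261). Without WPMY-1 RWF replicate 1 it gained metallothionein genes, WPMY-1 (0.0198), and without either BPH-1 RWF array fatty acid synthesis genes, WPMY-1 (0.0335).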
